# CD4 T cell-intrinsic STING signaling controls the differentiation and effector functions of T_H_1 and T_H_9 cells

**DOI:** 10.1136/jitc-2021-003459

**Published:** 2022-01-28

**Authors:** Isis Benoit-Lizon, Elise Jacquin, Thaiz Rivera Vargas, Corentin Richard, Aurélie Roussey, Ludivine Dal Zuffo, Tiffany Martin, Andréa Melis, Daria Vinokurova, Sayyed Hamed Shahoei, Alvaro Baeza Garcia, Cassandre Pignol, Stéphane Giorgiutti, Raphaël Carapito, Romain Boidot, Frédérique Végran, Richard A Flavell, Bernhard Ryffel, Eric R Nelson, Pauline Soulas-Sprauel, Toby Lawrence, Lionel Apetoh

**Keywords:** CD4-positive T lymphocytes, adaptive immunity, immunomodulation, melanoma

## Abstract

**Background:**

While stimulator of interferon genes (STING) activation in innate immune cells of the tumor microenvironment can result in CD8 T cell-dependent antitumor immunity, whether STING signaling affects CD4 T-cell responses remains elusive.

**Methods:**

Here, we tested whether STING activation modulated the effector functions of CD4 T cells in vivo by analyzing tumor-infiltrating CD4 T cells and evaluating the contribution of the CD4 T cell-derived cytokines in the antitumor activity of the STING ligand 2′3′-cyclic guanosine monophosphate-adenosine monophosphate (cGAMP) in two mouse tumor models. We performed ex vivo experiments to assess the impact of STING activation on CD4 T-cell differentiation and investigate the underlying molecular mechanisms. Finally, we tested whether STING activation enhances T_H_9 cell antitumor activity against mouse melanoma upon adoptive transfer.

**Results:**

We found that activation of STING signaling cell-intrinsically enhances the differentiation and antitumor functions of T_H_1 and T_H_9 cells by increasing their respective production of interferon gamma (IFN-γ) and interleukin-9. IRF3 and type I interferon receptors (IFNARs) are required for the STING-driven enhancement of T_H_1 cell differentiation. However, STING activation favors T_H_9 cell differentiation independently of the IFNARs/IRF3 pathway but through mammalian target of rapamycin (mTOR) signaling, underscoring that STING activation differentially affects the fate of distinct CD4 T-cell subsets. The therapeutic effect of STING activation relies on T_H_1 and T_H_9-derived cytokines, and STING activation enhances the antitumor activity of T_H_9 cells upon adoptive transfer.

**Conclusion:**

Our results reveal the STING signaling pathway as a therapeutic target to boost CD4 T-cell effector functions and antitumor immunity.

## Introduction

CD4 effector T cells can make decisive contributions to antitumor immunity. This is underscored not only by preclinical studies indicating that activation of CD4 T cells in the tumor microenvironment is required for productive antitumor immune responses and tumor clearance,^1^ but also by clinical investigations showing that the adoptive transfer of antigen-specific CD4 T cells into melanoma patients can lead to remission.^2^ Following the characterization of T_H_1 cells as interferon gamma (IFN-γ)-producing cells, which are differentiated from naive CD4 T cells in the presence of interleukin (IL)-12,^3^ the antitumor functions of these cells were exemplified in mouse and human cancers. More recently, the IL-9-secreting T_H_9 cells were characterized as another effector T-cell subset with potent antitumor properties. We and others have shown that these cells exert IL-9-mediated antitumor functions upon adoptive transfer in melanoma-bearing mice, identifying them as potential effector T cells for adoptive cell therapy of cancer.^4–6^ T_H_9 cells were originally shown to differentiate from naive CD4 T cells stimulated with transforming growth factor beta (TGF-β) and IL-4.^7^ Proinflammatory factors including IL-1β and tumor necrosis factor alpha (TNF-α) enhance T_H_9 differentiation.^5 8–10^ A growing number of studies also indicate that T_H_9 cells are essential for the efficacy of cancer immunotherapy treatments such as dendritic cell (DC) vaccination and anti-glucocorticoid-induced tumor necrosis factor receptor (GITR) therapy.^11 12^

The differentiation of naive CD4 T cells requires T-cell receptor (TCR)-driven, costimulatory, and cytokine-derived signals. These signals can be provided by activated innate immune myeloid cells such as DCs, which drive T-cell activation and polarization and thus dictate the magnitude and quality of adaptive immune responses.^13^ The detection of danger signals from invading viruses or bacteria or from damaged autologous cells drives DC maturation and cytokine secretion.^14^ The triggering of cytosolic receptors in innate immune cells leads to activation of the adaptor protein stimulator of interferon genes (STING),^15^ which results in the induction of a specific transcriptional program that culminates in the expression of type I interferons (IFNs) and proinflammatory cytokines.^16^ The administration of the STING ligand cyclic guanosine monophosphate-adenosine monophosphate (hereafter referred to as cGAMP) into solid tumors results in the induction of anticancer immune responses that promote tumor control.^17–19^ Likewise, the systemic delivery of a small-molecule STING agonist induces potent CD8 T cell-dependent anticancer immunity in vivo in mice.^20^ The clinical potential of STING targeting in solid tumors is currently being evaluated.^21^

While the functions of STING have been extensively studied in myeloid cells, we and others documented that STING is also expressed in CD4 T cells.^22–24^ Potent STING activation using synthetic ligands has been proposed to trigger T-cell death through type I-dependent and type I-independent pathways.^24–27^ However, the consequences of CD4 T cell-intrinsic STING activation on their differentiation and effector responses remain unclear. Here we report that the activation of STING in differentiating T_H_1 and T_H_9 cells enhances their respective secretion of IFN-γ and IL-9, resulting in enhanced anticancer activity in vivo. Our results uncover STING as a molecular target to modulate CD4 T-cell differentiation and functions for therapeutic use.

## Methods

### Mice

Wild type (WT) female C57BL/6 mice were purchased from Charles River laboratories (France). *Irf3*^−/−^ (IRF3^−/−^, RBRC00858 - RIKEN), *Rela*^fl/fl^ (p65, 024342, The Jackson Laboratory), Cd4-Cre (017336, The Jackson Laboratory), IL-9-Green Fluorescent Protein (GFP),^28^ Sting1^−/−^, OT-II (004194, The Jackson Laboratory), Trp1 (008684, The Jackson Laboratory), and *Ifnar*^−/−^ C57BL/6 mice were all bred at the Transgénèse et Archivage d’Animaux Modèles (TAAM, Orléans, France). IL-9-GFP as well as Sting1^−/−^ and type I interferon receptor (IFNAR)^−/−^ mice were respectively provided by Professor Richard Flavell and Professor Bernhard Ryffel. STING V154M/WT^29^ mice and control littermates were kindly provided by Professor Soulas-Sprauel.

For in vivo experiments, 6–12 week-old female mice were matched by age and randomly assigned to specific treatment groups except for Rag2^−/−^ STING^−/−^ experiments which include male mice equally distributed among the different treatment groups.

For in vitro experiments, 6–12 week-old mice were matched by age and sex. All transgenic mice used were on a C57BL/6 background and were age-matched with WT controls for experiments.

### Animal procedures

#### Cell lines and tumor growth experiments

B16-F10, B16-OVA (B16-F10 cells engineered to express OVA) mouse melanoma, MC38 and MC38-OVA (MC38 cells engineered to express OVA) mouse colon adenocarcinoma cell lines were cultured at 37°C under 5% CO_2_ in the following culture media. B16-F10 were maintained in Dulbecco's Modified Eagle Medium (DMEM) high glucose (Dutscher) supplemented with 10% (vol/vol) heat-inactivated fetal bovine serum (FBS, Dutscher) and 100 U/mL penicillin, 0.1 mg/mL streptomycin, 0.25 µg/mL amphotericin B (1%Penicillin Streptomycin Amphotericin B, PSA, Pan Biotech). B16-OVA, MC38 and MC38-OVA were respectively maintained in Roswell Park Memorial Institute (RPMI) 1640 w/L-glutamine or DMEM high glucose containing 10 mM Hepes (Gibco) supplemented with 10% (vol/vol) heat-inactivated FBS, 1% PSA, 1 mM sodium pyruvate (Gibco), 2 mM L-glutamine (Gibco) and Minimum Essential Medium- Non-Essential Amino Acids (MEM NEAA) (0.1 mM each AA, Gibco). B16-F10 and MC38 cells were respectively obtained from American Type Culture Collection (ATCC) and Kerafast. B16-OVA and MC38-OVA cells were respectively kindly provided by Professor Yong Lu (Department of Microbiology and Immunology, Wake Forest School of Medicine, Winston-Salem, North Carolina, USA) and Professor Ana Anderson (Harvard Medical School, Boston, USA).

Tumor cells (1.5×10^5^ B16-F10 or B16-OVA cells per mouse, 5×10^5^ MC38 or MC38-OVA cells per mouse) were resuspended in sterile phosphate buffered saline (PBS) and implanted subcutaneously. Each mouse received two intratumoral injections of PBS containing 100 µg of cGAMP (G(2’,5’)pA(3’,5’)p, Invivogen) encapsulated in 2,5 µL of Lipofectamine 2000 (Invitrogen) or PBS with Lipofectamine 2000 alone (control) on days 5 and 10.

As for the Rag2^−/−^ STING^−/−^ experiment, mice were injected intravenously with 5×10^6^ WT or STING^−/−^ CD4 T cells and 2.5×10^6^ STING^−/−^ CD8 T cells, respectively, isolated with CD4 (L3T4) and CD8 (Ly-2) MicroBeads (Miltenyi Biotec) according to the manufacturer’s instructions. MC38 tumor implantations were performed 5 weeks post-T cell transfer and mice were treated as described above.

Tumor length and width were measured three times a week using calipers. Mice with tumor size exceeding 300 mm^2^ or with ulcerated tumors were euthanized in agreement with ethical guidelines.

Alternatively, for tumor-infiltrating lymphocyte (TIL) analysis, MC38 tumor-bearing mice were treated intratumorally when tumors reached 40–50 mm² with cGAMP (50 µg per mouse) or PBS with Lipofectamine 2000 alone (control) and tumors were harvested 1 day after treatment.

As for TIL analysis in MC38-OVA tumor-bearing mice, mice were injected intravenously with OT-II CD4 T cells (6×10^6^) 4 days before MC38-OVA subcutaneous injection.

#### Cytokine neutralization

Cytokine neutralization was achieved by intraperitoneal injections (200 µg per mouse) of anti-IFN-γ (clone XMG1.2, BioXCell), anti-IL-9 (clone 9C1, BioXCell), anti-IL-4 (clone 11B11, BioXCell) or anti-IL-17 (clone 17F3, BioXCell) antibodies 1 day before tumor cell implantation and then three times a week. Alternatively, IFN-γ neutralization in MC38 tumor-bearing mice was achieved by intraperitoneal injections (200 µg per mouse) of anti-IFN-γ on days 4, 5, 7, 9, 10, 12, and 14 after tumor cell implantation. As control for anti-IL-17 or anti-IFN-γ, anti-IL-4, and anti-IL-9, rat IgG1 isotype control (clone HRPN, BioXCell), mouse IgG1 isotype control (clone MOPC-21, BioXCell), and mouse IgG2a isotype control (clone C1.18.4, BioXCell) were respectively used.

#### Adoptive transfer of T_H_9 cells

B16-OVA tumor-bearing mice (5 days after subcutaneous tumor implantation) were injected intravenously with 2×10^6^ effector OT-II T_H_9 cells stimulated or not with cGAMP before in vitro polarization. Tumor length and width were measured three times a week using calipers. Mice with tumor size exceeding 300 mm^2^ or with ulcerated tumors were euthanized in agreement with ethical guidelines.

Alternatively, 2.5×10^5^ B16-OVA cells per mouse were injected intravenously in the tail vein. One day after, mice received intravenous injections of 2×10^6^ effector OT-II T_H_9 stimulated or not with cGAMP before in vitro polarization. Mice were euthanized 14 days after T_H_9 cell adoptive transfer and lung tumor foci were enumerated in a blinded manner.

B16-F10 tumor bearing mice (7 days after subcutaneous tumor implantation) were first injected intraperitoneally or not with cyclophosphamide (CTX, 200 mg/kg) and the next day injected intravenously with 1×10^6^ effector Trp1 T_H_9 cells. Trp1 T_H_9 cells were obtained by coculture of naive Trp1 CD4 T cells with 5 µg/mL of Trp1_106-133_ major histocompatibility complex (MHC) class II-restricted TRP1 (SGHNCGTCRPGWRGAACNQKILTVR) (GenScript)) peptide-loaded STING^−/−^ antigen-presenting cell (APC) (splenocytes depleted from CD4 and CD8 T cells using magnetic enrichment, 1 APC:10 CD4 T-cell ratio) and stimulated or not with cGAMP before in vitro polarization as described further. Tumor length and width were measured three times a week using calipers. Mice with tumor size exceeding 300 mm^2^ or with ulcerated tumors were euthanized in agreement with ethical guidelines.

### Ex vivo procedures

#### TIL analysis

MC38 tumors were subjected to mechanic dissociation and enzymatic digestion using the Tumor Dissociation Kit mouse and the gentleMACS Dissociator (Miltenyi Biotec) according to the manufacturer’s instructions. The single-cell suspension was then washed two times using RPMI-1640 supplemented with 10% FBS, 1% PSA and 10 mM Hepes (hereafter referred to as complete RPMI). Immune cells were then enriched using CD45 TILs kit (Miltenyi Biotec). Half of the cells were stained with Fixable Viability Dye eFluor 780 (eBioscience), CD45-BV421 (30 F-11, BD Bioscience), and CD4-APC (clone RM4-5, BD Bioscience) for live CD4 T cells sorting using the BD FACSAria-III (BD Biosciences). Sorted CD4 T cells were directly lysed in TriReagent (Ambion) or lysis buffer (Quick-RNA MicroPrep Kit Zymo Research) for RNA analysis.

Remaining cells were then stimulated using Cell Stimulation Cocktail (eBioscience) and Protein Transport Inhibitor Containing Monensin (PTI, eBioscience) diluted in complete RPMI supplemented with 1 mM sodium pyruvate, 2 mM L-glutamine, MEM NEAA (0.1 mM each AA) and 50 µM 2-mercaptoethanol (Gibco)—hereafter referred to as mouse T-cell culture medium—for 2 hours at 37°C under 5% CO_2_ and subjected to immunostaining and flow cytometry analysis.

As for TIL analysis in MC38-OVA tumor bearing mice, tumor-infiltrating immune cells were restimulated with class II-restricted OVA-peptide (323-339) for 3 hours with Protein Transport Inhibitor Containing Monensin (PTI, eBioscience).

Cell viability was assessed using the LIVE/DEAD Fixable Blue Dead Cell Stain Kit, for UV excitation (Invitrogen) or Fixable Viability Dye eFluor 780 (eBioscience). Extracellular markers were stained with the following antibodies: CD45 APC-Vio770 (clone REA737, Miltenyi Biotec) or CD45-BV421 (clone 30 F-11, BD Bioscience), CD4 PercP-Vio700 (clone REA604, Miltenyi Biotec), and CD8 PE-Vio770 (clone REA601, Miltenyi Biotec). After fixation and permeabilization using the Fixation/Permeabilization Solution Kit (BD Biosciences) according to the manufacturer’s instructions, intracellular staining of IFN-γ and IL-9 was performed using an anti-mouse IFN-γ APC or PE antibody (clone AN.18.17.24 or REA638, Miltenyi Biotec) and mouse IL-9 APC or BV421 antibody (clone RM9A4, BD Bioscience), respectively. Single-cell suspensions were analyzed by flow cytometry using BD LSR FORTESSA cytometer (BD Biosciences) equipped with BD FACSDiva software (BD Biosciences). Flow cytometry data were then analyzed using Flowlogic software (Miltenyi Biotec). Gating strategies are presented in online supplemental figure S1A.

10.1136/jitc-2021-003459.supp1 Supplementary data

#### Mouse primary cell isolation

Naive CD4 T cells (CD4^+^CD62L^hi^) were isolated from mouse spleen and lymph nodes. CD4 T cells were first enriched with anti-CD4 microbeads (L3T4) (Miltenyi Biotec) according to the manufacturer’s instructions and then further stained with CD4 Vioblue (clone REA604, Miltenyi Biotec), CD62L PE (clone MEL-14, BD Biosciences) antibodies before sorting using the BD FACSAria-III (BD Biosciences). Isolated naive T cells were routinely 98% pure. Alternatively, for western blots (WBs) and adoptive transfer experiments, naive CD4 T cells were purified using a naive CD4 T-cell isolation kit (Miltenyi Biotec).

Total effector and memory CD4 T cells from STING V154M/WT mice and their WT littermates were isolated with a mouse CD4^+^ T-cell isolation kit (Miltenyi Biotec) and directly restimulated using Cell Stimulation Cocktail and PTI diluted in mouse T cell culture medium for 2 hours at 37°C under 5% CO_2_ and subjected to immunostaining using LIVE/DEAD Fixable Blue Dead Cell Stain Kit, for UV excitation, CD4 FITC (clone RM4-4, BD Biosciences) or CD4 PercP-Vio700 (clone REA604, Miltenyi Biotec) and CD45 APC-Vio770 (clone REA737, Miltenyi Biotec) antibodies. IFN-γ intracellular staining was performed using the Fixation/Permeabilization Solution Kit (BD Biosciences) and IFN-γ PE antibody (clone REA638, Miltenyi Biotec). Cells were analyzed using a BD LSRFORTESSA cytometer equipped with BD FACSDiva software and data were analyzed using FlowLogic software. Gating strategies are presented in online supplemental figure S1B.

Total CD8 cells were isolated from STING^−/−^ mouse spleen and lymph nodes using anti-CD8 microbeads (Ly-2) (Miltenyi Biotec) according to the manufacturer’s instructions.

#### Human T-cell isolation

Human naive CD4 T cells (CD4^+^ CD45RA^+^) were isolated from healthy donor blood. CD4 T cells were purified using RosetteSep Human CD4^+^ T Cell Enrichment Cocktail (StemCell) according to the manufacturer’s instructions and then further stained with CD4 BV605 (clone RPA-T4, BioLegend) and CD45RA PE/APC (clone HI100, BioLegend) antibodies before sorting using the BD FACSAria-III.

#### Cell transfection and treatments

Mouse naive CD4 T cells were seeded on plate-bound anti-CD3 (2 µg/mL, clone 17A2; BioXCell) and anti-CD28 (2 µg/mL, clone PV1; BioXCell). Human naive CD4 T cells were seeded on plate-bound anti-CD3 (5 μg/mL, clone OKT-3; BioXCell) and anti-CD28 (2 µg/mL, clone CD28.2; BioLegend). Cells (3×10^6^ cells/mL) were transfected for 6 hours with 80 µg/L cyclic dinucleotides (unless specified otherwise) using Opti-MEM Glutamax (Gibco) and Lipofectamine 2000 (Invitrogen), according to the manufacturer’s instructions. Alternatively, 1.5×10^6^ cells/mL CD4 T cells were treated with indicated doses of 5,6-dimethylxanthenone-4-acetic acid (DMXAA) for 4 hours in mouse T-cell culture medium.

2′3′-cGAMP (cyclic (G(2′,5′)pA(3′,5′)p)), referred to as cGAMP; 2′3′-cGAMP control (2′5′-GpAp), referred to as control; as well as DMXAA (Murine STING ligand, Xanthenone Analog) were purchased from InvivoGen.

When indicated, mTOR inhibition was achieved by adding 10 nM of rapamycin (Rapa; Calbiochem, Merck) during the 6-hour transfection step.

#### T-cell in vitro polarization

After cell transfection and/or treatment, supernatants were replaced by mouse T-cell culture medium or AIM V medium (Gibco) for human cells containing polarization cytokines as follows: anti-mouse IFN-γ (50 μg/mL, clone XMG 1.2; BioXCell) and anti-mouse IL-4 (50 μg/mL, clone 11B11; BioXCell) for mouse T_H_0 cells; IL-12 (10 ng/mL, Miltenyi Biotec) and anti-mouse IL-4 for mouse T_H_1 cells; TGF-β (2 ng/mL, Miltenyi Biotec), IL-4 (20 ng/mL, Miltenyi Biotec), and anti-mouse IFN-γ for mouse T_H_9 cells; IL-6 (20 ng/mL, Miltenyi Biotec), TGF-β, anti-mouse IFN-γ, and anti-mouse IL-4 for mouse T_H_17, IL-12 (10 ng/mL, R&D System) and anti-human IL-4 (3.5 μg/mL, clone MP4-25D2; BioXCell) for human T_H_1 cells, TGF-β (5 ng/mL, Miltenyi Biotec), IL-4 (10 ng/mL, R&D System), and anti-human IFN-γ (3.5 μg/mL, clone NIB42; BioLegend) for human T_H_9 cells. Unless specified otherwise, cells were cultured for 3 days at 37°C under 5% CO_2_.

### IFN-γ, IL-17, and IL-9 intracellular level measurement

T_H_1 and T_H_17 cells were restimulated using Cell Stimulation Cocktail and PTI diluted in mouse T-cell culture medium for 2 hours at 37°C under 5% CO_2_. All cells were stained with Fixable Viability Dye eFluor 780 (eBioscience) or LIVE/DEAD Fixable Blue Dead Cell Stain Kit, for UV excitation and CD4 Vioblue (clone REA604, Miltenyi Biotec). IL-9-GFP expression in T_H_9 cells was assessed by flow cytometry directly after extracellular staining. As for T_H_1 and T_H_17 cells, IFN-γ and IL-17 intracellular staining was performed using the Fixation/Permeabilization Solution Kit (BD Biosciences) and anti-IFN-γ APC antibody (clone AN.18.17.24, Miltenyi Biotec) or anti-IL-17 BV605 (clone TC11-18H10, BD Bioscience), respectively. Cells were analyzed using a BD FACSCANTO cytometer or a BD LSRFORTESSA cytometer equipped with BD FACSDiva software, and data were analyzed using FlowLogic software. Gating strategies are presented in online supplemental figure S1C–E.

### Real-time quantitative PCR

Total RNA was extracted from T cells with TriReagent (Ambion) or Quick-RNA MicroPrep Kit (Zymo Research). Depending on experiments, 10–500 ng of total RNA was retrotranscribed using M-MLV Reverse Transcriptase (Invitrogen) or with iScript cDNA Synthesis Kit (Bio-Rad). cDNA was analyzed by real-time quantitative PCR with Power SYBR Green PCR Master Mix or PowerUp SYBR Green Master Mix (Applied Biosystems) or iTaq Universal SYBR Green Supermix 5000 (Bio-Rad) according to the manufacturer’s instructions using the ViiA 7 Real-Time PCR System (Applied Biosystems) combined with 500 nM of forward and reverse primers (primer sequences are indicated in online supplemental table S1).

Gene expression in CD4 T cells isolated from STING V154M/WT mice and MC38 TILs was analyzed using the TaqMan Fast Advanced Master Mix (Applied Biosystems) and TaqMan Gene Expression Assay (Applied Biosystems) according to the manufacturer’s instructions. A list of TaqMan assays is depicted in online supplemental table S1. As for gene expression in CD4 T cells isolated from MC38 TILs, equivalent of 6 ng of cDNA were preamplified with TaqMan PreAmp Master Mix (Applied Biosystems) combined with pooled TaqMan Gene Expression Assays in a final volume of 25 µL and according to the manufacturer’s instructions.

Expression of target genes was normalized to the expression of mouse *Actb* or human *ACTB* (relative expression (RE)). When indicated, the fold change (FC) in RE was calculated by normalizing data to control conditions (WT cells treated with control, for each time point). When Rapa was used, FCs were calculated by normalizing data to each control condition of Rapa or vehicle treatment.

### Cytokine measurement

Cell culture supernatants were analyzed by ELISA for mouse IFN-γ (BD Bioscience), IL-9 (BioLegend), IL-17 (BioLegend) or IFN-β (PBL Assay Science) or for human IFN-γ (BioLegend) or human IL-9 (BioLegend) according to the manufacturer’s instructions.

### Western blot

Total protein extracts were obtained by lysing CD4 T cells into ice-cold RIPA Buffer (Pierce) containing Protease Inhibitor Cocktail (Sigma) and Phosphatase Inhibitor Cocktail 3 (Sigma) on ice for 10 min. Lysates were centrifuged at 13,000 *g* at 4°C for 10 min, and supernatants were retrieved for WB analyses. For subcellular fractionation, cytosolic (Cyt) and nuclear (Nuc) fractions were purified using the ProteoExtract Subcellular Proteome Extraction Kit (Merk) according to manufacturer’s instructions. Protein lysates were separated on 4%–15% gradient precast gels (Bio-Rad) before transfer on polyvinylidene difluoride membranes using a MIXED MW program on the Trans-Blot Turbo Transfer System (Bio-rad). Membranes were blocked in tris-buffered saline (TBS) containing 0.1% Tween 20 (TBS-T) and supplemented with 5% bovine serum albumin (BSA) or non-fat dry milk for 1 hour at room temperature and incubated overnight at 4°C with primary antibodies diluted in the appropriate blocking buffer. They were then incubated with a horseradish peroxidase-conjugated secondary antibody (Cell Signaling Technology (CST), 7074S) diluted 1:5000 in TBS-T 5% BSA and proteins were detected using enhanced chemiluminescence (Clarity Western ECL Substrate, Bio-Rad or SuperSignal West Femto Maximum Sensitivity Substrate, ThermoFisher). Densitometry analysis was performed using ImageJ software.

The following antibodies were purchased from Cell Signaling Technology (CST) and diluted 1:1000 in TBS-T 5% BSA: Phospho-STING (Ser 366, 19781), TBK1/NAK (clone D1B4, 3504) Phopho-TBK1 (Ser 172, clone D52C2, 5483), Phospho-IRF-3 (Ser 396, clone 4D4G, 4947), IRF3 (clone D83B9, 4302), Phospho-NF kappa B P65 (Ser 536, clone 93H1, 3033), NF kappa B P65 (clone D14E12, 8242), Phospho-p70S6K (Thr389, clone 108D2, 9234), and Phospho-S6 (Ser235/236, clone D57.2.2E, 4858). Antibody against histone H3 (clone D1H2, 4499, CST) was diluted 1:2000 in TBS-T 5% milk. Antibodies against β-actin horseradish peroxidase (HRP) conjugate (clone 8H10D10, 12262, CST) and anti-GAPDH HRP conjugate (clone 14C10, 3683, CST) were diluted 1:5000 in TBS-T 5% BSA. Antibody against TMEM173 (19 851–1-AP, Proteintech) was diluted 1:1000 in TBS-T 5% milk.

### RNAseq

#### STING V154M/WT mouse CD4 T-cell RNAseq analyses

Mouse splenocytes from STING V154M/WT mice (n=5) and control littermates (n=5) were stained with anti-CD3-FITC (clone 145–2 C11, BD Biosciences), anti-CD4-AF700 (clone RM4-5, BD Biosciences), and DAPI (Sigma) before positive sorting of live CD3^+^ CD4^+^ T cells using a BD FACSAria Fusion cell sorter (IGBMC Flow Cytometry Facility, Strasbourg, France). Isolated cells were at least 95% pure. Total RNA was extracted using the RNeasy Plus Micro Kit (Qiagen) according to the manufacturer’s instructions. RNAseq analyses were performed by the Genomax Facility (INSERM U1109, ImmunoRhumatologie Moléculaire, Université de Strasbourg, France). Libraries were prepared from 10 ng RNA using SMARTer Stranded Total RNA-Seq Kit, Pico Input Mammalian (Takara) following the manufacturers’ instructions. Briefly, random primers were used for first-strand synthesis, and ribosomal cDNA was cleaved by ZapR V.2 in the presence of mammalian R-probes V.2. Libraries were pooled and sequenced (paired-end 2×75 bp) on a NextSeq500 using the NextSeq 500/550 High Output Kit V.2 according to the manufacturer’s instructions (Illumina). For each sample, quality control was carried out and assessed with the next-generation sequencing (NGS) Core Tools FastQC. Reads were aligned against Mus musculus mm10 reference genome using TopHat 2 Aligner,^30^ and gene expression levels were estimated using Cufflinks V.2.1.1.^31^ Differential expression analysis was performed with Cuffdiff V.2.1.1 after exclusion of fragments per kilobase million below 9.

#### cGAMP-stimulated mouse T_H_1 and T_H_9 cell RNAseq analyses

Mouse naive CD4 T cells were isolated and treated with cGAMP or control and polarized in vitro into T_H_1 or T_H_9 cells as described previously for 16 and 48 hours. Total RNA was extracted with TriReagent according to the manufacturer’s instructions. Libraries were prepared from 500 ng of total RNA using TruSeq Stranded Total RNA Library Prep kit (Illumina) after rRNA removal with Ribo-zero rRNA Removal Kit (Illumina) following the manufacturers’ instructions. RNA sequencing was performed on NextSeq500 device (Illumina). The RNA-seq libraries were sequenced with single-end 76 bp reads. Raw FASTQ files were trimmed for residual adapter sequences and quality filtered through Trimmomatic software.^32^ Reads were pseudo-aligned against mm10 genome through Kallisto software and differential expression analysis was performed with DESeq2 R package.^33^ Unsupervised hierarchical clustering of genes was performed by using Clustvis web tool using Ward correlation. Gene set enrichment analysis (GSEA) was performed using GSEA Software^34 35^ and using EnrichR web tool^36 37^ with GO Biological Process 2018 database. Data are deposited in the Gene Expression Omnibus database under accession number GSE147300.

### Statistical analysis

Statistical analyses were performed using Prism software (Graph Pad software, La Jolla, California, USA). For two-group comparisons, Student t-tests was used. For multiple group comparison, ordinary one-way analysis of variance (ANOVA) with Dunnett’s multiple comparisons test or ordinary two-way ANOVA with Sidak’s multiple comparisons test was used. For survival curve statistics, log-rank (Mantel-Cox) test was used. All p values are two tailed.

## Results

### STING activation enhances CD4 T-cell effector functions in vivo

We investigated the immune-related mechanisms that contribute to the anticancer efficacy of cGAMP in vivo. For this, we first relied on the mouse colon cancer model MC38 where we found that intratumoral injection of cGAMP to tumor-bearing mice induced tumor growth control in a STING-dependent manner (online supplemental figure S2A).

Analysis of effector cytokines *Ifng*, *Il9, Il17a* and *Il4* mRNA in tumor-infiltrating immune cells revealed that *Ifng* and *Il9*, but not *Il17a* or *Il4*, expression was increased following cGAMP administration (online supplemental figure S2B). We and others showed that CD4 T cells support the induction of CD8 T cell-dependent anticancer immune responses,^1 5 38^ and recent studies suggested that CD4 T cells could contribute to the antitumor properties of STING ligands.^39^ To test this, we have crossed Rag2^–/–^ mice to STING-deficient mice and reconstituted them with either WT or STING-deficient CD4 T cells as well as with STING-deficient CD8 T cells. We subsequently engrafted MC38 tumor cells to these mice and treated them with cGAMP (figure 1A, B). cGAMP treatment was only effective in mice reconstituted with WT CD4 T cells, indicating that CD4 T cells can be directly affected by STING agonists in vivo in the absence of STING-expressing APCs (figure 1A, B), further underscoring the essential contribution of CD4 T cells in the anticancer efficacy of cGAMP. We then analyzed tumor-infiltrating CD4 T cells and found an increased expression of interferon-beta (*Ifnb1*) and interferon-stimulated gene (ISG) transcripts (*Ccl5*, *Ifit1*, and *Mx2*) in cells isolated from mice treated with cGAMP compared with controls (online supplemental figure S2C). Interestingly, we also found that cGAMP increased IFN-γ production from tumor-infiltrating CD4 T cells (figure 1C, D) as well as from MC38-OVA tumor-infiltrating OVA-specific CD4 T cells (online supplemental figure S2D), suggesting that STING activation enhances CD4 T-cell effector functions in vivo. To test this, we evaluated the impact of the gain-of-function V154M mutation of STING, which drives its constitutive activation,^29^ on CD4 T cell-derived IFN-γ secretion. Effector CD4 T cells isolated from STING V154M/WT mouse spleens featured increased IFN-γ production on ex vivo restimulation than those from control littermates (figure 1E). Transcriptional analysis of CD4 T cells isolated from STING V154M/WT mice by RNAseq revealed an upregulation of T_H_1-related genes compared with control littermates (online supplemental figure S2E). We then tested the contribution of IFN-γ to the anticancer activity of cGAMP in vivo. In the immunogenic MC38 model, we found that IFN-γ neutralization impaired cGAMP antitumor effect as shown by the reduction of both cGAMP-mediated tumor growth control and mouse survival (figure 1F). When we performed a similar experiment in mice bearing poorly immunogenic B16-F10 tumors, we noted that the beneficial anticancer of cGAMP was abrogated by IFN-γ blockade (figure 1G). The latter observation is in line with the previously reported key contribution of IFN-γ in preventing B16 tumor growth in vivo.^40^ To further test whether IFN-γ is important for the anticancer effects of cGAMP mediated by CD4 T cells, we have repeated our adoptive transfer model experiments presented in figure 1A upon neutralization of IFN-γ. Rag2^−/−^STING^−/−^ mice reconstituted with WT CD4 T cells and injected with anti-IFN-γ antibody have a markedly reduced response to cGAMP compared with mice injected with isotype control, demonstrating that IFN-γ is a key contributor to the anticancer effects of cGAMP mediated by CD4 T cells in vivo (online supplemental figure S2F). IFN-γ neutralization does not fully abrogate the CD4 T cell-mediated anticancer effects of cGAMP in vivo, suggesting that other effector cytokines could also contribute to the anticancer effect of cGAMP. Because our analyses of tumor-bearing mice treated with cGAMP also revealed an increased frequency of IL-9-producing CD4 T cells in the tumor microenvironment (online supplemental figure S2G, H), we finally evaluated the contribution of other CD4 T cell-derived cytokines (IL-9, IL-17, and IL-4) to the anticancer effects of cGAMP. While IL-9-neutralizing antibodies reduced the anticancer activity of cGAMP in both MC38 and B16-F10 tumor models (figure 1H), neutralization of IL-4 and IL-17 had no effect on cGAMP-mediated tumor growth control (figure 1I, J). Overall, these results indicate that STING activation enhances CD4 T-cell effector functions and reveal that IFN-γ and IL-9 contribute to the antitumor activity of cGAMP in vivo.

**Figure 1:**
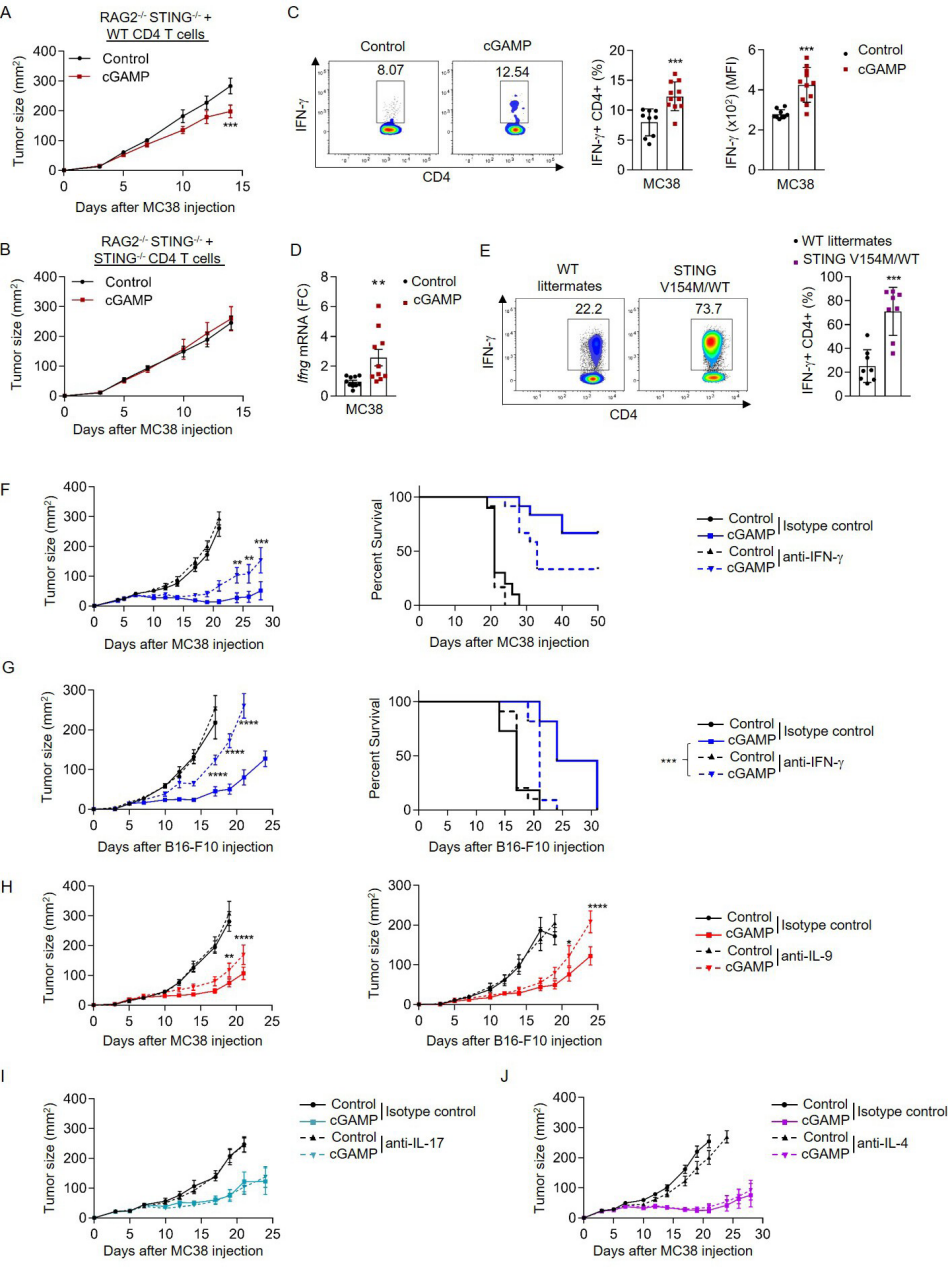
STING activation enhances CD4 T-cell effector functions in vivo. (A, B) MC38 tumor size in STING^−/−^ RAG2^−/−^ mice reconstituted with WT (A) or STING^−/−^ (B) CD4 T cells and STING^−/−^ CD8 T cells, and treated or not intratumorally with cGAMP. Mean±SEM of n=8–9 mice per group pooled from two independent experiments. (C, D) TIL analysis from MC38 tumor-bearing WT mice after intratumoral cGAMP treatment. (C) IFN-γ production (representative plots (left); frequency (middle) and MFI (right)). (D) *Ifng* mRNA expression (FC) from FACS-sorted CD4 T cells. Mean±SD from three independent experiments where each dot represents one mouse (n=9–11 mice). (E) IFN-γ production (representative plots (left) and frequency (right)) in splenic CD4 T cells isolated from STING V154M/WT mice or WT littermates. Mean±SD from three independent experiments where each dot represents one mouse (n=8 mice). (F, G) Tumor size (left) and survival (right) in MC38 (F) and B16-F10 (G) tumor-bearing mice treated or not intratumorally with cGAMP as well as intraperitoneally with anti-IFN-γ or its control IgG. Mean±SEM of n=10–12 (F) and n=11 (G) mice per group pooled from two independent experiments. (H) Tumor size in MC38 (left) and B16-F10 (right) tumor-bearing mice treated or not intratumorally with cGAMP as well as intraperitoneally with anti-IL-9 antibodies or its control IgG. Mean±SEM of n=11 (left) and n=8–10 (right) mice per group pooled from two independent experiments. (I, J) Tumor size in MC38 tumor-bearing mice treated or not intratumorally with cGAMP as well as intraperitoneally with anti-IL-17 (I) or anti-IL-4 (J) antibodies or their respective control IgG. Mean±SEM of n=11–12 (I) and n=10–11 (J) mice per group pooled from two independent experiments. P values (*p<0.05,**p<0.01, ***p<0.001, ****p<0.0001) determined by unpaired t-test (C–E), Two-way analysis of variance (A, B, F–J) or log-rank test (F, G, right; survival only). cGAMP, 2′3′-cyclic guanosine monophosphate–adenosine monophosphate; FC, fold change; IFN-γ, interferon gamma; IL, interleukin; MFI, mean fluorescence intensity; STING, stimulator of interferon genes; TIL, tumor-infiltrating lymphocyte; WT, wild type.

### STING ligands enhance T_H_1 and T_H_9 cell differentiation in vitro

Because of the key contribution of IFN-γ and IL-9 to the anticancer effects induced by cGAMP in vivo, we next assessed whether STING signaling directly affects the differentiation of CD4 T cells in vitro. For this, we tested if cGAMP or negative control dinucleotide (control), which does not activate STING signaling, could modulate the polarization of naive CD4 T cells into T_H_1, T_H_9 or T_H_17 cells in the absence of APCs. In line with our in vivo data, naive CD4 T cells activated with anti-CD3 and anti-CD28 antibodies in the presence of cGAMP, and polarized into T_H_1 and T_H_9 cells, respectively, featured enhanced IFN-γ and IL-9 expression and secretion 3 days after differentiation initiation compared with control (figure 2A–D). In contrast, we noted that cGAMP featured limited and variable effects on T_H_17 cell differentiation (figure 2E, F). We found that the ability of cGAMP to enhance T_H_1 and T_H_9 cell differentiation was lost when CD4 T cells were isolated from STING-deficient mice (STING^−/−^), underscoring the STING-dependent activity of cGAMP in CD4 T cells (figure 3A, B).

**Figure 2:**
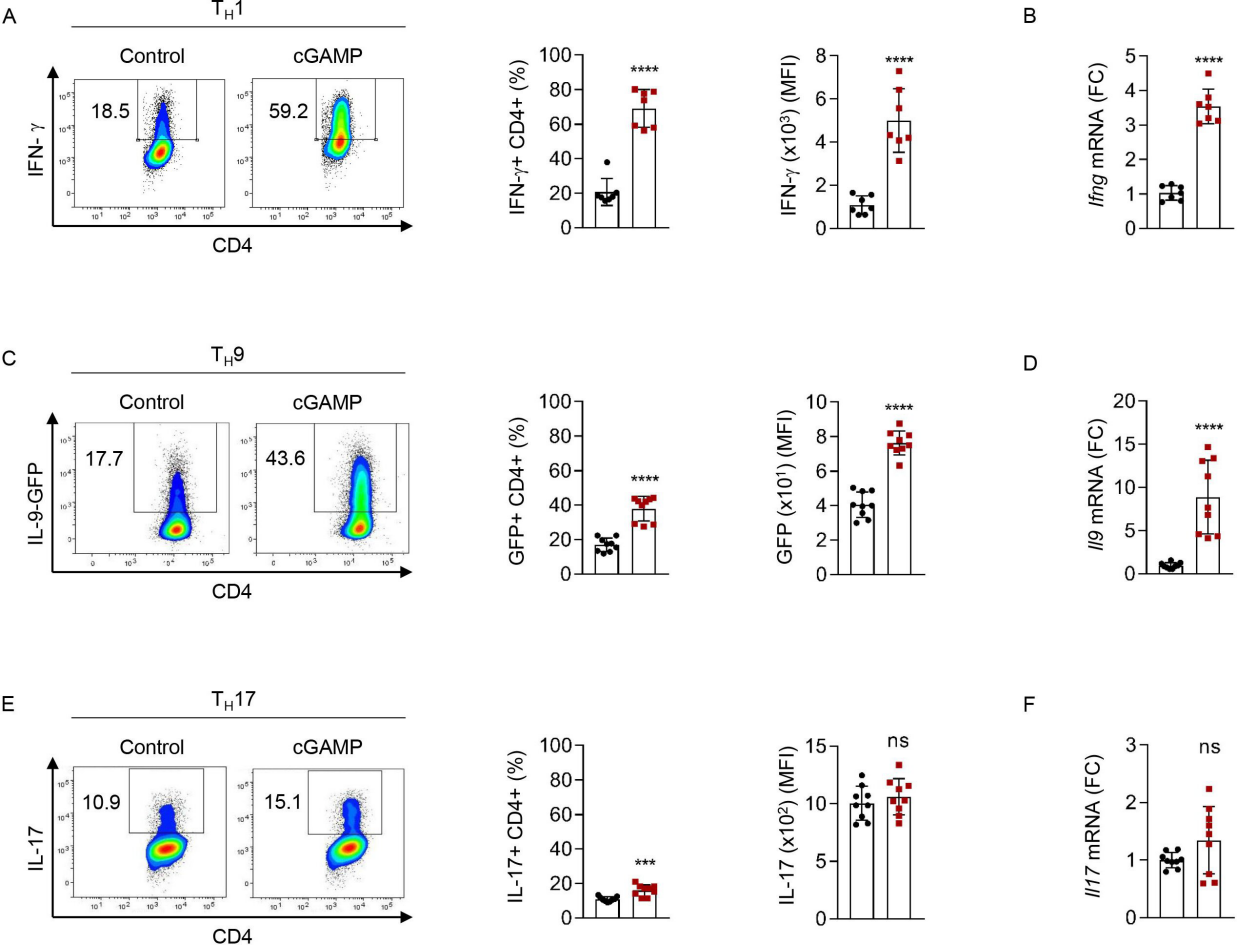
cGAMP enhances T_H_1 and T_H_9 cell differentiation in vitro. (A, B) IFN-γ production (representative plots (A, left); frequency (A, middle) and MFI (A, right) and mRNA expression (FC), (B) from WT naive CD4 T cells stimulated with cGAMP and polarized into T_H_1 cells. (C, D) IL-9 production (representative plots (C, left); frequency (C, middle) and MFI (C, right) and mRNA expression (FC), (D) from IL-9-GFP naive CD4 T cells stimulated with cGAMP and polarized into T_H_9 cells. (E, F) IL-17 production (representative plots (E, left); frequency (E, middle) and MFI (E, middle) and mRNA expression (FC) (F) from WT naive CD4 T cells stimulated with cGAMP and polarized into T_H_17 cells. Mean±SD of replicates pooled from three independent experiments. P values (***p<0.001, ****p<0.0001) determined by unpaired t-tests. cGAMP, 2′3′-cyclic guanosine monophosphate–adenosine monophosphate; FC, fold change; GFP, green fluorescent protein; IFN-γ, interferon gamma; IL, interleukin; MFI, mean fluorescence intensity; ns, not significant.

**Figure 3:**
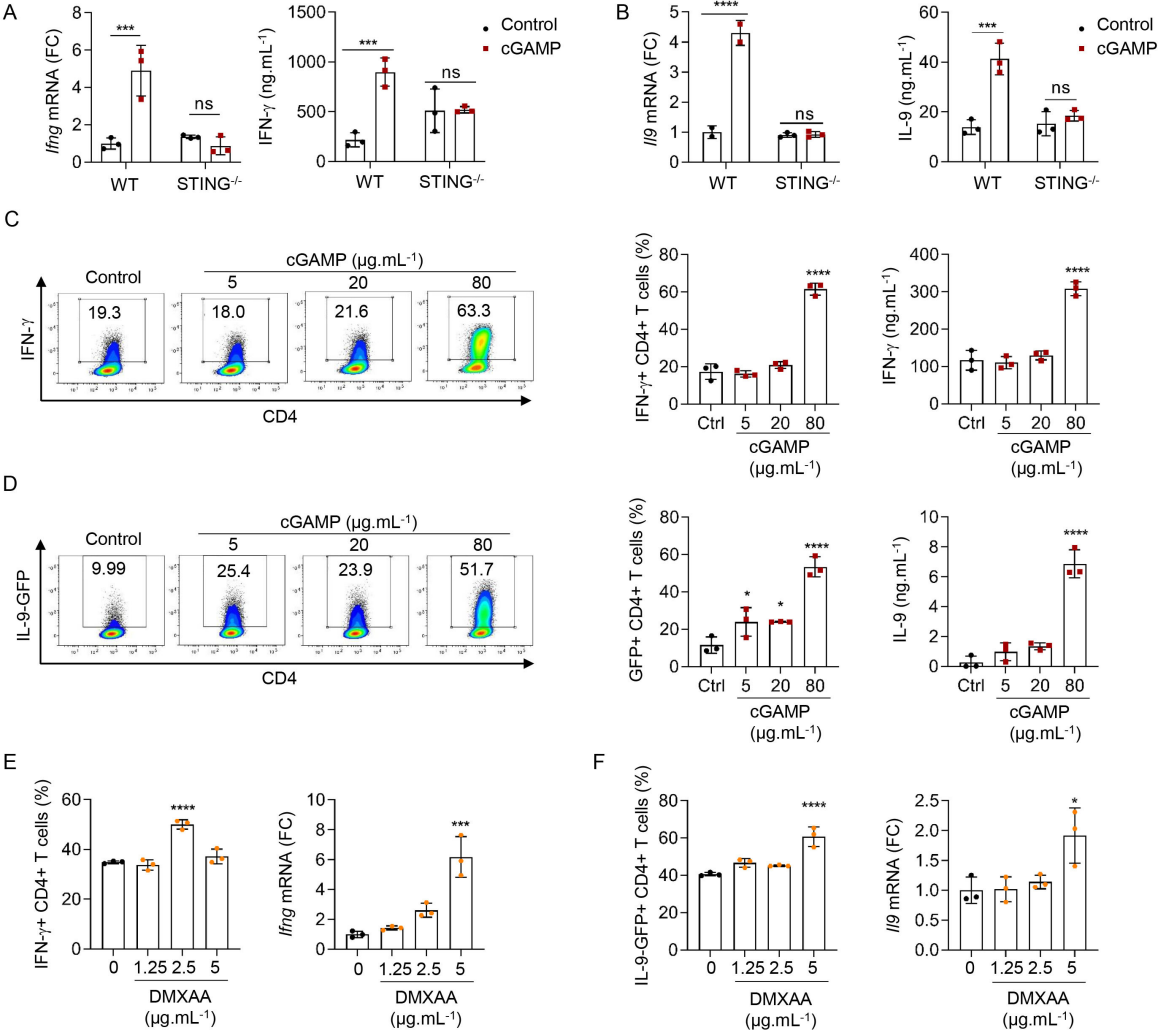
STING ligands enhance T_H_1 and T_H_9 cell differentiation in vitro. (A, B) *Ifng* (A) or *Il9* (B) mRNA expression (FC, left) and IFN-γ (A) or IL-9 (B) secretion (right) from WT or STING^−/−^ naive CD4 T cells stimulated with cGAMP or control and polarized into T_H_1 (A) or T_H_9 (B) cells. (C, D) IFN-γ (C) or IL-9 (D) production (representative plots (left), frequency (middle)) and secretion (right) from WT (C) or IL-9-GFP (D) naive CD4 T cells stimulated with cGAMP or control and polarized into T_H_1 (C) or T_H_9 (D) cells. (E, F) IFN-γ (E) or IL-9 (F) production (frequency, left) and *Ifng* (A) or *Il9* (B) mRNA expression (FC, right) from WT (E) or IL-9GFP (F) naive CD4 T cells stimulated with DMXAA or dimethyl sulfoxide (DMSO) and polarized into T_H_1 (E) or T_H_9 (F) cells. Mean±SD of replicates from one experiment representative of three (C, D) or two (A, B, E, F) experiments. P values (*p<0.05, ***p<0.001, ****p<0.0001) determined by two-way ANOVA (A, B) or one-way ANOVA (C–F). ANOVA, analysis of variance; cGAMP, 2′3′-cyclic guanosine monophosphate–adenosine monophosphate; FC, fold change; GFP, green fluorescent protein; IFN-γ, interferon gamma; IL, interleukin; ns, not significant; WT, wild type.

We also tested the ability of increasing doses of cGAMP to affect T_H_1 and T_H_9 cell differentiation. Increasing doses of cGAMP enhanced T_H_1 and T_H_9 cell differentiation without significantly affecting cell death at the doses tested (figure 3C, D, and online supplemental figure S3A, B). The mouse STING ligand DMXAA, which is cell-permeable and potently activates STING, was proposed to induce T-cell death when used at the dose of 10 µg/mL.^26^ Here, we found that while low doses of DMXAA enhanced T_H_1 differentiation, higher doses began to concomitantly trigger cell death (figure 3E and online supplemental figure S3C). A higher dose of DMXAA was required to observe enhanced T_H_9 differentiation (figure 3F) in line with the fact that T_H_9 cells appeared less sensitive to DMXAA-induced cell death than T_H_1 cells (online supplemental figure S3D). While these results are in agreement with previous studies proposing that potent STING activation in T cells triggers cell death,^24 26^ they also indicate that milder STING activation can enhance T-cell effector properties without killing them, a finding that will be of importance as this pathway is targeted for cancer therapy development. Interestingly, we noted a higher sensitivity of T_H_1 cells to STING-induced death (online supplemental figure S3A–D, right panels), suggesting that the balance between enhancement of effector properties and cell death varies between CD4 T-cell subsets. Altogether, these data show that the strength of STING engagement defines the consequences of STING activation on CD4 T-cell fate.

Overall, our results indicate that ligand-induced STING activation enhances the secretion of effector cytokines IFN-γ and IL-9 from T_H_1 and T_H_9 cells and thus controls the effector functions of both CD4 T-cell subsets.

### Transcriptional regulation of T_H_1 and T_H_9 cell differentiation following STING activation

We evaluated whether STING activation affected T_H_1 and T_H_9 cell differentiation at the transcriptional level. While the expression levels of *Ifng* and *Il9* were strongly enhanced in differentiating T_H_1 and T_H_9 cells on cGAMP treatment, no notable change in the expression of the T_H_1-specific and T_H_9-specific transcription factors *Tbx21/Irf1* and *Spi1/Irf4/Irf8/Batf*, respectively, was detected (figure 4A and online supplemental figure S4A). In line with their enhanced expression of *Il9*, T_H_9 cells treated with cGAMP featured lower expression levels of *Foxp3*^7^ (figure 4A). No significant induction of *Gata3* or *Rorc* expression in T_H_1 and T_H_9 cells on cGAMP treatment was found, suggesting that cGAMP enhances but does not skew T_H_1 and T_H_9 cell differentiation (figure 4A).

**Figure 4:**
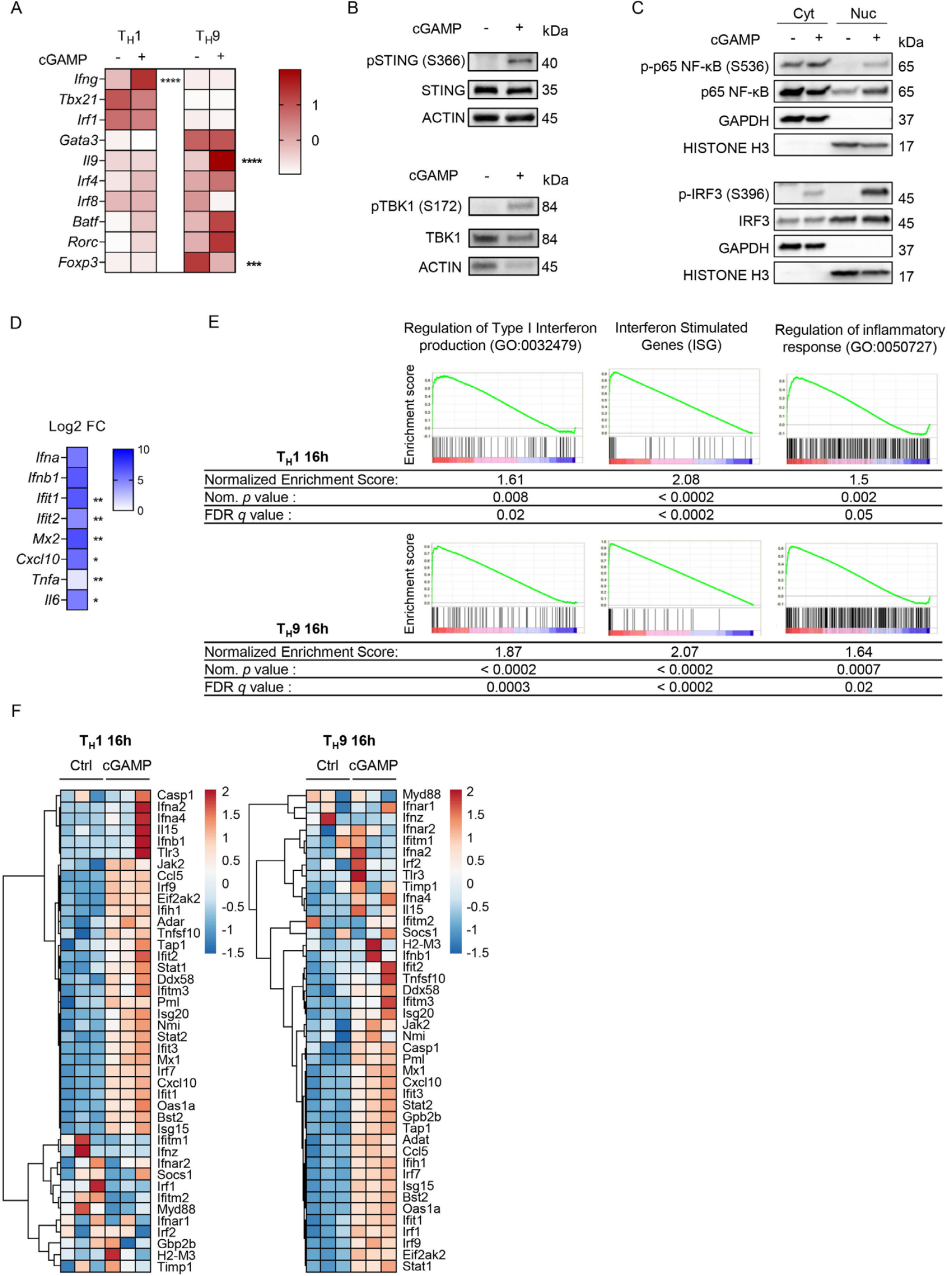
Transcriptional regulation of T_H_1 and T_H_9 cell differentiation following STING activation. (A) Heatmap representing *Ifng*, *Tbx21*, *Irf1*, *Gata3*, *Il9*,*Irf4*, *Irf8*, *Batf*, *Rorc*, and *Foxp3* mRNA expression (Z-score) from naive CD4 T cells stimulated with cGAMP or control and polarized into T_H_1 or T_H_9 cells for 72 hours. (B–D) WT naive CD4 T cells stimulated with cGAMP or control for 4(B) or 6(C, D) hours. (B) STING, p-STING, TBK1 and p-TBK1 protein levels. (C) Cyt and Nuc localization of IRF3, p65 NF-κB and their phosphorylated forms. (D) Heatmap representing *Ifna*, *Ifnb1*, *Il6*, *Tnfa*, *Ifit1*, *Ifit2*, *Mx2* and *Cxcl10* mRNA expression (Log2FC) between CD4 T cells stimulated with cGAMP and control. Mean of replicates from three independent experiments. P values (*p<0.05, **p<0.01, ***p<0.001, ****p<0.0001) determined by two-way analysis of variance (A) or unpaired t test (D). (E, F) RNA sequencing analysis from WT naive CD4 T cells stimulated with cGAMP or control and polarized into T_H_1 or T_H_9 cells for 16 hours. Biological replicates from three independent experiments. (E) Gene set enrichment analysis comparing expression in cGAMP-stimulated cells to control cells. Enrichment plot and score, Nom. P value and FDR *q* value shown for the three gene sets. (F) Heatmaps illustrating the hierarchical clustering of expression levels (rld values) of ISGs. cGAMP, 2′3′-cyclic guanosine monophosphate–adenosine monophosphate; Cyt, cytosolic; FDR, false discovery rate; ISG, interferon-stimulated gene; Nom, nominal; Nuc, nuclear; STING, stimulator of interferon genes; WT, wild type.

To unravel the mechanisms explaining how STING activation promotes enhanced T_H_1 and T_H_9 cell differentiation, we interrogated the intracellular events following activation of STING with cGAMP in mouse CD4 T cells. We found that cGAMP triggered STING and TBK1 phosphorylation as well as Nuc translocation of the phosphorylated forms of p65 and IRF3 (figure 4B, C, and online supplemental figure S4B, C), which are features of STING activation.^41^ In addition, type I IFN (*Ifna* and *Ifnb1*), ISG (*Ifit1*, *Ifit2*, *Mx2* and *Cxcl10*) and proinflammatory gene (*Tnfa* and *Il6*) transcript levels measured in CD4 T cells 6 hours after stimulation with cGAMP were increased (figure 4D and online supplemental figure S4D).

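Naive mouse CD4 T cells were transfected for 6 h with cGAMP, the cyclic dinucleotide that activates STING, or with a linear control dinucleotide, then polarized into TH1 or TH9 cells, and RNA was collected at 16 and 48 h. The 24 libraries carry 8 labels (subset, time and treatment), with 3 libraries per label, which the paper describes as biological replicates from independent experiments. Genes that mark the subsets did not follow these labels. Tbx21, the transcription factor that specifies TH1 cells, exceeded Il9, the TH9 cytokine, in 8 of the 12 libraries labelled TH1 and in 4 of the 12 labelled TH9, and Il9 exceeded Tbx21 in the other libraries of each subset. The 3 libraries labelled TH1 16h control, for instance, held 33.4, 21.9 and 0.157 TPM (kallisto's transcript abundance, normalized for length) of Tbx21 and 0, 0 and 11 TPM of Il9. Irf7, an interferon-stimulated transcription factor, ranged from 0.185 to 77.6 TPM (median 4.8) in the 12 libraries labelled control and from 1.59 to 115 TPM (median 15.1) in the 12 labelled cGAMP.

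The name, the column header and the title deposited for each library carry the same label, so no library was moved to another group. Every value below is given for libraries as labelled, and every direction rests on labels that these marker genes go against. The dose is 80 µg/L in the paper's methods and 80 µg per mL in the sample labels.

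Total RNA (500 ng) was depleted of ribosomal RNA, made into stranded libraries and sequenced as single 76 bp reads. The authors trimmed the reads with Trimmomatic and assigned them to transcripts with kallisto on mm10. The deposited values are TPM for 35492 gene symbols with the same total in every library, so they keep no sequencing depth and no counting error can be given. Between 8923 and 14070 symbols reached 1 TPM in a library. The share of all TPM taken by Gm10800, a predicted gene on chromosome 2, ran from 0.0933% to 39.9%, and that of Lars2, on chromosome 9, from 0.333% to 33.8%, which lowers every other gene of that library in proportion. Values were compared as log2(TPM + 1) with limma, in 1 fit of all 24 libraries with a mean for each label, over the 15720 genes with at least 1 TPM in at least 3 libraries, and p-values were adjusted by the Benjamini-Hochberg method. The pseudocount understates fold changes of low genes. The median SD between libraries of 1 label was 0.597 on this scale.

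**Figure D1:**
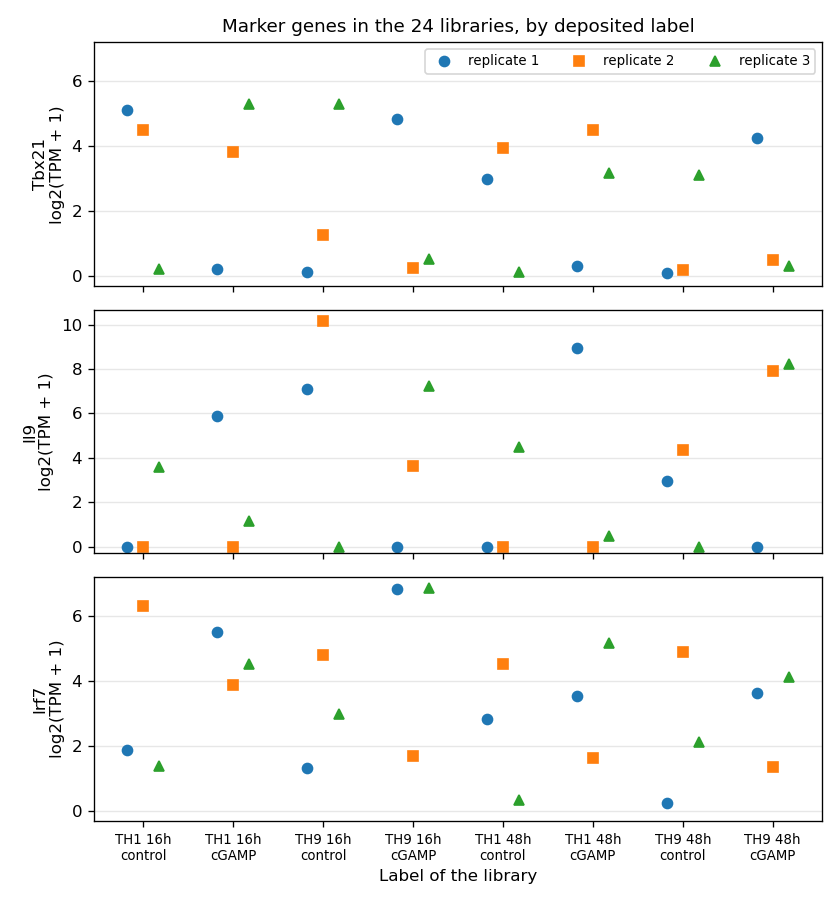
Expression of Tbx21, Il9 and Irf7 on a log2(TPM + 1) axis in the 24 libraries, placed by their deposited label, each point being 1 library and its shape the replicate number. Libraries in which Il9 exceeds Tbx21 stand under labels of both subsets, and Irf7 overlaps between libraries labelled control and cGAMP.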

We next performed RNAseq analysis on T_H_1 and T_H_9 differentiated for 16 and 48 hours after stimulation with cGAMP or control. Because we noted cGAMP induced type I IFN and ISG expression in CD4 T cells in vivo (online supplemental figure S2C), we investigated whether cGAMP was intrinsically triggering a global transcriptional program in differentiating T_H_1 and T_H_9 cells that was linked with the induction of a typical type I IFN-driven response. For this, we performed GSEA for type I IFN production (GO:0032479), ISGs and regulation of inflammatory response signatures (GO:0050727). GSEA revealed that these three gene sets were enriched in both T_H_1 and T_H_9 cells stimulated with cGAMP 16 and 48 hours after in vitro polarization (figure 4E and online supplemental figure S4E). 

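Between libraries labelled cGAMP and control, type I interferon-stimulated genes lay mostly above 0. Of 54 such genes, the log2 fold change was above 0 in 47 at 16 h and 44 at 48 h for libraries labelled TH1, and in 46 and 49 for those labelled TH9, with medians of 0.70, 0.44, 0.57 and 0.84. The median over all tested genes was -0.03, -0.12, -0.24 and 0.50 in that order, so at TH9 48h most genes lay above 0. Of the 54 genes, 0 passed limma's test over all genes and 0 when adjusted over the list alone, with 0 at TH1 16h, 1 at TH1 48h, 3 at TH9 16h and 1 at TH9 48h at an unadjusted p under 0.05. Ifit1, an inhibitor of viral translation, had 1 of the smallest p-values of the list at TH9 16h, with a log2 fold change of 2.32 (standard error 0.84, adjusted p = 0.432 from limma).

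As a group, the interferon-stimulated genes stood above the other genes in limma's camera test with a preset correlation of 0.01 between genes at TH1 16h (adjusted p = 0.00163), TH9 16h (adjusted p = 2.26e-12) and TH1 48h (adjusted p = 7.14e-05), but not at TH9 48h (adjusted p = 0.95). With an estimated correlation (0.701 for this list) none of these calls held, the adjusted p from camera being 0.952 in the first 3 comparisons and 0.991 in the last. That correlation was estimated from the spread inside the labels. If treated and control libraries share a label, the response itself enters it, so the lost calls do not show that a response is absent. Genes of the machinery that produces type I interferon, among them Unc93b1, a chaperone of endosomal Toll-like receptors, were above 0 in 23 of 41 at TH1 16h, 16 at TH9 16h, 24 at TH1 48h and 39 at TH9 48h (camera adjusted p = 0.537, 0.528, 0.203 and 0.572, in that order). Regulators and mediators of inflammation were above 0 in 31, 18, 24 and 46 of 50 (camera adjusted p = 0.399, 0.537, 0.646 and 0.527). At TH9 16h the medians of these 2 lists were -0.18 each, and that of inflammation at TH1 48h -0.03, while camera's direction was upward. Unc93b1 had a log2 fold change of -2.00 at TH9 16h (standard error 0.53, adjusted p = 0.309 from limma) and was the only gene of its list to pass when adjusted over the list alone. Preranked GSEA on limma's statistic gave an adjusted p of 4.17e-05, 5.99e-15, 4.81e-06 and 0.633 for the interferon-stimulated genes in the same order of comparisons. It draws genes as if they varied independently and takes no account of the correlation of 0.701, so it is not separate support. The lists were written from general knowledge of the pathways, after the paper's Table S2 and figures had been seen. They are not the gene ontology sets themselves. Without the genes of Table S2, which the study chose on these samples, the camera adjusted p of the interferon-stimulated genes was 0.0895 at TH1 16h, 0.000103 at TH9 16h and 0.023 at TH1 48h. At TH9 16h the call held without each of the 6 libraries in turn, whereas elsewhere it was lost without TH1 16h control replicate 1 (adjusted p = 0.284), TH1 16h control replicate 3 (0.536), TH1 16h cGAMP replicate 1 (0.214), TH1 48h control replicate 3 (0.394) and TH1 48h cGAMP replicate 3 (0.978), while at TH9 48h an upward call arose without control replicate 2 (1.08e-06) or cGAMP replicate 2 (0.000788) and a downward call without control replicate 1 (0.0102) or cGAMP replicate 1 (0.0117), all from camera.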

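Trim30a and Usp18 were detected in nearly all libraries, with a wide spread between libraries of the same label. Trim30a, which encodes a tripartite motif protein and lies on chromosome 7 of GRCm38 from 104409025 to 104465193, ran from 2.32 to 245 TPM over the 24 libraries. Its log2 fold change between libraries labelled cGAMP and control was 1.30 at TH1 16h (standard error 1.15), 0.95 at TH9 16h, 0.91 at TH1 48h and 1.03 at TH9 48h, with adjusted p-values from limma between 0.639 and 0.963. The 3 libraries labelled TH1 16h control held 40.7, 152 and 13.8 TPM, and those labelled TH1 16h cGAMP 87.5, 62.9 and 245 TPM.

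Usp18, a protease that removes ISG15 from proteins, lies on chromosome 6 from 121245906 to 121270917. Its log2 fold change was 1.54 at TH1 16h (standard error 1.24), 0.29 at TH9 16h, 0.42 at TH1 48h and 1.55 at TH9 48h, with adjusted p-values from limma between 0.543 and 0.995. At TH9 16h, libraries labelled control held 13.4, 81.2 and 7.2 TPM and libraries labelled cGAMP 55.1, 2.84 and 81.6 TPM. Neither gene passed the test in any of the 4 comparisons. With 1 library left out, Trim30a ran from 0.49 to 2.17 at TH1 16h, 0.22 to 2.08 at TH9 16h, -0.51 (without TH1 48h control replicate 3) to 1.96 at TH1 48h and 0.38 to 1.87 at TH9 48h. Usp18 ran from -0.54 to 1.67 at TH9 16h (below 0 without TH9 16h control replicate 3 or cGAMP replicates 1 or 3), from -0.96 (without TH1 48h control replicate 3) to 1.56 at TH1 48h, from 0.78 to 2.58 at TH1 16h and from 1.02 to 2.26 at TH9 48h, on labels that the marker genes go against.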

Finally, *Trim30a*, which was recently identified as a negative feedback regulator of the STING pathway in DCs,^42^ and *Usp18*, which was shown to be involved in STING deubiquitination and stabilization,^43^ were strongly induced in both T_H_1 and T_H_9 cells stimulated with cGAMP (online supplemental table S2). Gene transcript analyses also revealed that cGAMP triggers a transcriptional program typically related to STING activation, which notably leads to the expression of type I IFN and ISGs. 

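Genes of the type I interferon program varied several-fold between libraries of the same label, and none passed the test between treatments. Ifnb1, which encodes interferon beta on chromosome 4, did not exceed 0.929 TPM in any library and was not tested. Stat2, which carries the interferon signal to the nucleus, had a log2 fold change of 1.63 at TH9 48h (standard error 0.73, adjusted p = 0.487 from limma), and 1.22 at TH1 16h (standard error 0.73, adjusted p = 0.682 from limma). Ifit3, another interferon-induced antiviral gene, had 2.42 at TH9 16h (standard error 1.05, adjusted p = 0.535 from limma).

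Across all 15720 genes, limma called 0 genes higher and 1 lower in libraries labelled cGAMP at TH1 16h, and 0 genes in either direction at TH9 16h, TH1 48h and TH9 48h. At an unadjusted p under 0.05 there were 1282, 1316, 673 and 1557 genes in these comparisons. The single call was Gm14648, a predicted gene named after its values were seen because it was the only one, with a log2 fold change of -1.81 (standard error 0.29, adjusted p = 0.0417 from limma). It was listed at 0 in the 3 libraries labelled cGAMP and at 2.92, 3.39 and 1.50 TPM in the 3 labelled control. The call was lost without TH1 16h control replicate 1, without TH1 16h control replicate 2 and without TH1 16h cGAMP replicate 3 (0 genes lower in each). It was also lost with a pseudocount of 0.1, a mean of at least 2 TPM, a fit of only the libraries compared or a replicate block. In simulated data with the spread seen inside the labels, 95% of 200 genes changed by a log2 fold change of 4 were recovered at TH1 16h, and 32% of those changed by 2. The changed genes were drawn at random from the more abundant ones, with noise independent between genes. The median standard error over all genes was 0.488, but that of Isg15 was 1.64 and that of Ifng 2.21. The recovery therefore does not carry over to such genes. The simulation also placed each change in every library labelled TH1 16h cGAMP and in no other. It thus took the labels as right and does not show what would be found if they are not.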

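Interferon-stimulated genes varied widely between libraries of the same label. Isg15, a ubiquitin-like antiviral protein encoded on chromosome 4 of GRCm38 from 156199424 to 156200818, ran from 0 to 55.1 TPM in the libraries labelled control and from 0 to 74.3 TPM in those labelled cGAMP. Its log2 fold change was 2.25 at TH1 16h and 0.29 at TH1 48h, and 0.11 at TH9 16h and 2.04 at TH9 48h (standard error 1.64 for each). Irf7, the regulator of interferon genes on chromosome 7 from 141262706 to 141266481, had 1.44 at TH1 16h, 0.87 at TH1 48h, 2.09 at TH9 16h and 0.62 at TH9 48h (standard error 1.47). Without TH9 48h control replicate 1 the last of these was -0.48.

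The antiviral GTPase Mx1, on chromosome 16, ran from 0.309 to 36.3 TPM, with log2 fold changes from 0.054 at TH1 48h to 1.51 at TH9 16h (standard error 1.00). Mx2, next to it and annotated as a polymorphic pseudogene, was between 0.28 at TH1 48h and 1.61 at TH1 16h (standard error 1.41). Cxcl10, which encodes a chemokine that draws CXCR3-expressing T cells, reached 1 TPM in 10 libraries only, and its log2 fold change lay between 0.35 at TH1 16h and 2.40 at TH9 16h (standard error 1.63). None of these 5 genes passed limma's test in any comparison. At TH1 48h each of the 5 was below 0 without TH1 48h control replicate 3 (Isg15 -1.07, Mx1 -0.63, Mx2 -0.67, Cxcl10 -0.0062, Irf7 -0.23) and all but Irf7 were so without at least 1 other library. With 1 library left out, Cxcl10 at TH1 16h ran from -0.77 to 2.28 (below 0 without TH1 16h control replicates 1 or 3 or cGAMP replicate 3), Isg15 at TH9 16h from -0.75 to 1.83 (below 0 without TH9 16h control replicates 1 or 3 or cGAMP replicates 1 or 3) and Cxcl10 at TH9 48h from -0.64 (without TH9 48h cGAMP replicate 1) to 1.30, on labels that the marker genes go against.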

Importantly, this program is maintained over time as reflected by the expression of ISG including *Isg15*, *Mx1*, *Mx2*, *Cxcl10*, and *Irf7* that was markedly increased in CD4 T cells stimulated with cGAMP and differentiated into T_H_1 or T_H_9 cells for 16 or 48 hours (figure 4F and online supplemental figure S4F). Finally, in line with our previous results, T_H_1 and T_H_9 polarized after cGAMP stimulation featured a marked increase in *Ifng* and *Il9* expression, respectively, but also in other cytokines/chemokines including *Gzmb*, *Il2* and *Ccl4* for T_H_1 cells and *Il21*, *Tnfsf4* (OX40L), *Tnfsf8*, as well as *Il10* for T_H_9 cells (online supplemental figure S4G, H). These analyses were confirmed by our investigation of the biological pathways engaged in these cells using EnrichR (online supplemental figure S4I).

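The cytokine genes differed widely between libraries of the same label. Ifng, the TH1 cytokine on chromosome 10 of GRCm38 from 118441046 to 118445892, was at 28.6, 43.3 and 0.566 TPM in the libraries labelled TH1 16h control and at 0.726, 34.5 and 434 TPM in those labelled TH1 16h cGAMP, a log2 fold change of 1.23 (standard error 2.21, adjusted p = 0.919 from limma). At TH1 48h it was at 29.5, 254 and 0 TPM against 0.763, 13.8 and 26.4 TPM, a log2 fold change of -1.15 (standard error 2.21, adjusted p = 0.98 from limma). Il9, on chromosome 13 from 56479277 to 56482246, was at 138, 1140 and 0 TPM in the libraries labelled TH9 16h control and at 0, 11.5 and 152 TPM in those labelled TH9 16h cGAMP, a log2 fold change of -2.12 (standard error 2.61, adjusted p = 0.899 from limma), and of 2.94 at TH9 48h (adjusted p = 0.573 from limma).

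Gzmb, a protease of cytotoxic granules, had a log2 fold change of 3.50 at TH1 16h and -3.19 at TH1 48h (standard error 1.70). Il2, the T cell growth factor, had -3.09 and 4.03 (standard error 1.11), and the chemokine gene Ccl4 -1.54 and 2.31 (standard error 1.30). In libraries labelled TH9, the values at 16 and 48 h were -1.05 and 2.18 for Il21 (standard error 1.44), 1.47 and 0.67 for Tnfsf4 (standard error 0.85), 1.02 and 0.48 for Tnfsf8 (standard error 0.59), and -1.10 and 2.32 for Il10 (standard error 1.10). The 16 tested genes named in the paper gave 64 tests over the 4 comparisons, of which limma called 0, with 3 at an unadjusted p under 0.05 (Il2 at TH1 16h and TH1 48h, Il10 at TH9 48h) and a smallest adjusted p of 0.487. Leaving out 1 library turned the sign of 26 of the 64 log2 fold changes and gave 0 calls. Among the cytokines in the subset that the paper names them for, it did so for Ifng at TH1 16h (-0.70 without TH1 16h cGAMP replicate 3, -0.28 without TH1 16h control replicate 3), Ifng at TH1 48h (0.70 without TH1 48h control replicate 2, 0.024 without TH1 48h cGAMP replicate 1), Il9 at TH9 16h (0.072 without TH9 16h control replicate 2) and Il21 at TH9 16h (0.30 without TH9 16h control replicate 2).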

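Beyond the interferon genes, most genes of glycolysis, the cell cycle, and sterol and fatty acid synthesis had log2 fold changes below 0 by label at TH9 16h. With the labels in doubt, the directions in this paragraph cannot be read as effects of cGAMP. They lay above 0 at TH9 48h, where the median over all tested genes was itself 0.50. Whether the lists differ between these times was not tested. Genes of glycolysis, among them the hexokinase Hk2, had log2 fold changes below 0 in all 19 members at TH9 16h (median -1.70) and above 0 in all 19 at TH9 48h (median 1.88). The 32 cell cycle genes were above 0 in 2 and 32 (medians -1.13 and 1.43), and the 25 genes of sterol and fatty acid synthesis in 1 and 25 (medians -1.0 and 1.12). Limma's camera called each of these with an adjusted p of 1.53e-05 or below, and none with an estimated correlation (adjusted p = 0.952 for each). Mitochondrially encoded genes were above 0 in 10 of 13 at TH9 16h (median 1.03, camera adjusted p = 3.86e-06, and 0.952 with an estimated correlation). In the same comparison Lars2 took 33.8%, 16.7% and 21.0% of all TPM in the libraries labelled cGAMP and 0.812%, 3.04% and 6.18% in those labelled control. A high share was not confined to libraries labelled cGAMP, since Lars2 took 16.6% in TH1 48h control replicate 2. At TH9 48h, control replicate 2 had the fewest symbols at 1 TPM of all libraries (8923), with 89.7% of its TPM in the 20 most abundant symbols. Glycolysis genes were also called downward at TH1 48h (2 of 19 above 0, median -1.04, camera adjusted p = 0.00765, and 0.952 with an estimated correlation), a call lost without TH1 48h control replicate 3 (0.0529) and without TH1 48h cGAMP replicate 3 (0.296). Limma called 0 of the glycolysis, cell cycle and synthesis genes over all genes, while 11, 14 and 8 of them at TH9 16h and 15, 18 and 9 at TH9 48h had an unadjusted p under 0.05. Hk2 at TH9 48h (log2 fold change 2.66, standard error 0.74, adjusted p = 0.487 from limma) was the 1 gene to pass when adjusted over the list alone. The PYHIN family, interferon-induced DNA-binding proteins, was above 0 in all 10 members at TH9 16h (median 1.58, camera adjusted p = 1.18e-07) and at TH1 48h (median 0.83, camera adjusted p = 0.0104), again with an adjusted p of 0.952 with an estimated correlation. Chemokines and cytokines were above 0 in 28 of 46 at TH1 48h (median 0.17, camera adjusted p = 0.00884, and 0.952 with an estimated correlation).

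Of the 32 lists fixed, 30 had at least 3 genes that could be tested, which gave 120 tests over the 4 comparisons. Camera called 22, of which 17 were upward, and 0 with an estimated correlation. Fry, which asks whether a list's genes move 1 way on balance, called 0 as well. Both the estimated correlation and fry take the spread inside the doubted labels as noise, so the lost calls do not show that a response is absent. With upper-quartile scaling, chosen after the data were seen, the calls of PYHIN genes and of chemokines and cytokines at TH1 48h were lost (camera adjusted p = 0.106 and 0.153), as were those of interferon-inducible GTPases at TH9 16h (0.0286 to 0.258) and TH1 48h (0.00953 to 0.0881), early T cell activation at TH1 48h (0.0214 to 0.0707), and cell death and p53 targets (0.0338 to 0.16) and NF-kB targets (0.015 to 0.54) at TH9 48h, while chemokines and cytokines at TH9 48h were called (0.571 to 0.0183). The calls of PYHIN genes and of chemokines and cytokines at TH1 48h were also lost without TH1 48h cGAMP replicate 3 (0.772 and 0.28), the first without TH1 48h control replicate 3 (0.123) and without the genes of Table S2 (0.26), and the second without TH1 48h control replicate 1 (0.126) and TH1 48h cGAMP replicate 1 (0.295), on labels that the marker genes go against. Those of interferon-inducible GTPases at TH9 16h and TH1 48h were lost without the genes of Table S2 (camera adjusted p = 0.118 for each).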

Collectively, these data reveal that the engagement of STING in differentiating T_H_1 and T_H_9 cells not only enhances the expression of their respective effector cytokines but also engages a transcriptional program driving the expression of type I IFNs and proinflammatory genes.

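Few differences between the labelled groups exceeded the spread inside them. The number of genes called by limma in both TH1 and TH9 in the same direction was 0 at 16 h and 0 at 48 h. With 0 genes called in TH9 at either time, this overlap could only be 0 and does not bear on a program shared by the subsets. The effect of cGAMP differed between libraries labelled TH9 and TH1 for 1 gene at 16 h and for 0 at 48 h, and between 48 and 16 h for 0 genes in TH1 and 0 in TH9 (1671, 1901, 1882 and 2714 genes at an unadjusted p under 0.05). Single libraries decided some of these counts: limma called 155 genes between TH9 and TH1 at 16 h and 118 between times in TH1 without TH1 16h cGAMP replicate 1, and between times in TH9 302 without TH9 16h control replicate 3 and 567 without TH9 48h control replicate 3. Control libraries labelled TH9 and TH1 differed in 0 genes at 16 h and 0 at 48 h, with 923 and 870 at an unadjusted p under 0.05, although these are different cell subsets. The paper's transcript measurements in other cells show higher Ifng in TH1 and Il9 in TH9 cells with cGAMP (Fig. 4A). In naive CD4 T cells 6 h after stimulation they show higher interferon-stimulated transcripts (Fig. 4D). Neither settles the labels of the libraries. The paper's own results from this sequencing (Fig. 4F, Figure S4 and Table S2) also bear on the labels. Table S2 gives Irf7 a log2 fold change of 5.14 at TH1 16h, against 1.44 by label here. By label, Irf7 overlaps between cGAMP (13.6 to 44.4 TPM) and control (1.61 to 77.6 TPM). In the deposited order, libraries 8 and 16 places apart were more alike (mean correlation 0.308 and 0.355) than pairs of 1 label (0.0884). Libraries and labels joined in different orders are therefore a candidate cause, but whether this accounts for the difference in Irf7 was not tested. With labels in doubt, the difference is not evidence against the paper's value. From the data of Fig. 4 and Figure S4 taken as a whole, the paper concludes that STING engagement raises the effector cytokines of each subset and starts a program of type I interferon and inflammatory genes.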

### STING signaling enhances T_H_1 cell differentiation through IRF3 signaling

Since we noted a strong induction of a type I IFN transcriptional program in T_H_1 and T_H_9 cells on STING activation, we next tested its relevance in the differentiation of these cells. First, we observed that cGAMP induced not only *Ifnb1* transcription but also the secretion of IFN-β from differentiating T_H_1 and T_H_9 cells (figure 5A). The induction of type I IFN expression in response to STING activation in myeloid cells has been shown to depend on the transcription factor IRF3.^44 45^ We thus tested the contribution of IRF3 in mediating the effects of cGAMP in differentiating T_H_1 and T_H_9 cells. For this, we polarized naive CD4 T cells from control and *Irf3*-deficient (IRF3^−/−^) mice into T_H_1 and T_H_9 cells. IRF3 contributed to the cGAMP-induced IFN-γ production from differentiating T_H_1 cells (figure 5B, C). However, cGAMP conserved its ability to enhance the differentiation of IRF3-deficient naive T cells into T_H_9 cells (figure 5D). In line with this role for IRF3 in cGAMP-driven T_H_1 differentiation, levels of phosphorylated IRF3 remained increased in the cytosol and the nucleus of T_H_1 cells 16 hours after differentiation initiation (figure 5E and online supplemental figure S5A). We then directly assessed the functional consequences of cGAMP-driven type I IFN secretion in differentiating T_H_1 and T_H_9 cells using type I IFN receptor-deficient mice (IFNAR^−/−^). We found that T_H_1 but not T_H_9 cells relied on cGAMP-induced type I IFN receptor-dependent for the enhancement of their differentiation (figure 5F–H). Overall, these results underscore a key contribution of STING-induced IRF3 activation and type I IFN secretion in the cGAMP-driven enhancement of T_H_1 cell differentiation.

**Figure 5:**
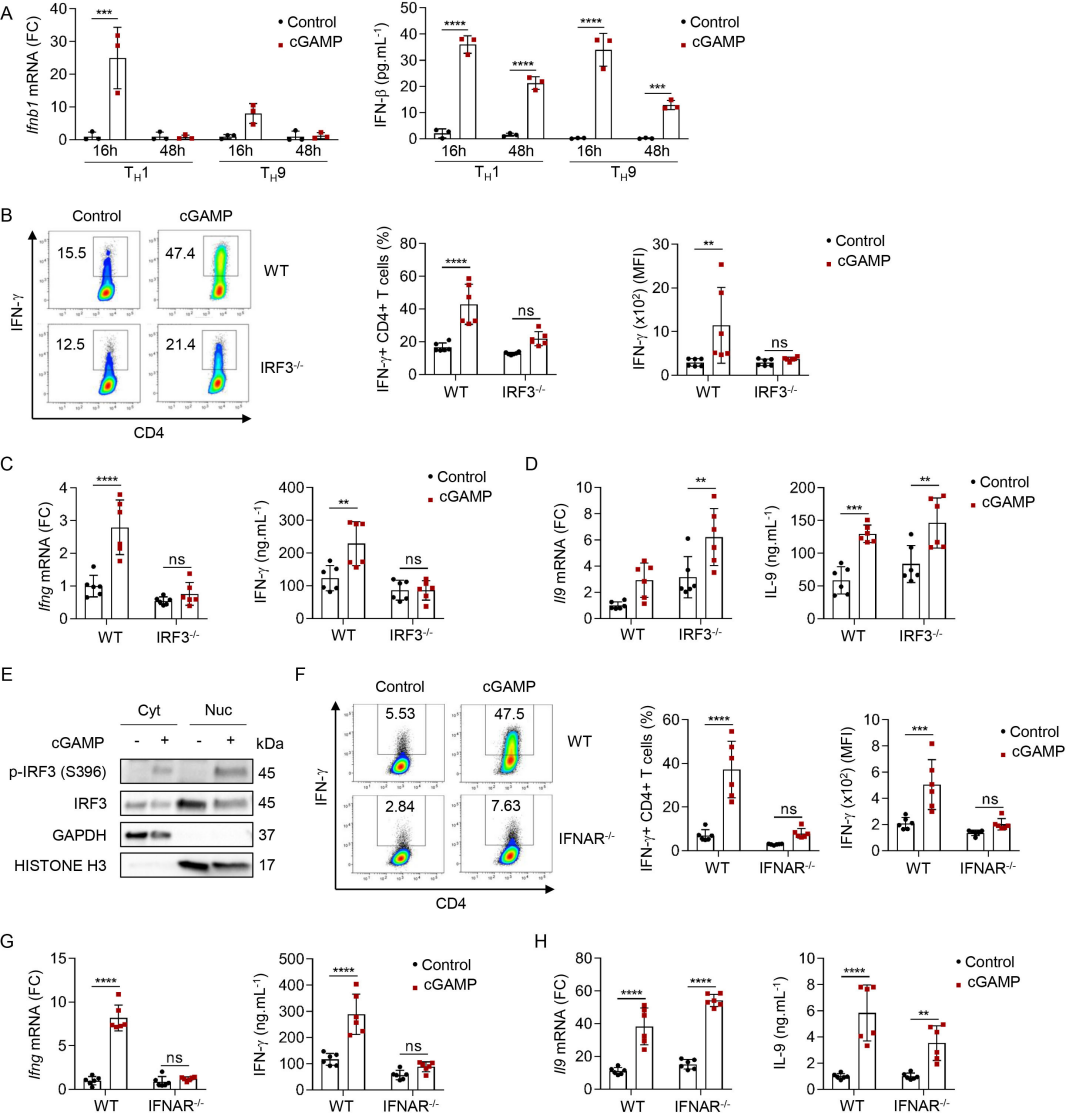
STING signaling enhances T_H_1 cell differentiation through IRF3 signaling. (A) *Ifnb1* mRNA expression (FC, left) and IFN-β secretion (right) from WT naive CD4 T cells stimulated with cGAMP or control and polarized into T_H_1 and T_H_9 for 16 and 48 hours. Mean±SD of replicates from one experiment representative of two independent experiments. (B–D) IFN-γ production (representative plots (B, left), frequency (B, middle), and MFI (B right)), *Ifng* (C) or *Il9* (D) mRNA expression (FC, left) and IFN-γ (C) or IL-9 (D) secretion (right) from WT or IRF3^−/−^ naive CD4 T cells stimulated with cGAMP or control and polarized into T_H_1 (B, C) or T_H_9 (D) cells. (E) Cyt and Nuc localization of IRF3 and its phosphorylated form in WT naive CD4 T cells stimulated with cGAMP or control and polarized into T_H_1 for 16 hours. (F–H) IFN-γ production (representative plots (F, left), frequency (F, middle), and MFI (F, right)), *Ifng* (G) or *Il9* (H) mRNA expression (FC, left) and IFN-γ (G) or IL-9 (H) secretion (right) from WT or IFNAR^−/−^ naive CD4 T cells stimulated with cGAMP or control and polarized into T_H_1 (F, G) or T_H_9 (H) cells. Mean±SD of replicates pooled from two independent experiments (B–D, F–H). P values (**p<0.01, ***p<0.001, ****p<0.0001) determined by two-way analysis of variance. cGAMP, 2′3′-cyclic guanosine monophosphate–adenosine monophosphate; Cyt, cytosolic; FC, fold change; IFN-γ, interferon gamma; IL, interleukin; ns, not significant; MFI, mean fluorescence intensity; Nuc, nuclear; STING, stimulator of interferon genes; WT, wild type.

### STING signaling enhances T_H_9 effector functions through activation of mTOR signaling

STING engages NF-κB signaling and the activation of NF-κB-p65 by STING is essential for antiviral immunity.^46^ NF-κB (p65) was also proposed to bind the mouse *Il9* promoters^47^ and enhance *Il9* expression in the context of T_H_9 cell differentiation with proinflammatory factors.^9^ We generated mice conditionally lacking p65 expression in T cells (p65^CD4cre/+^) to investigate the ability of STING activation to affect T_H_9 cell differentiation in the absence of p65. While p65 deficiency reduced IL-9 secretion from differentiating T_H_9 cells, it failed to prevent the ability of cGAMP to enhance T_H_9 cell differentiation (figure 6A). mTOR activation is required for STING-mediated IFN-β production in T cells.^48^ Because activation of mTOR signaling has been reported to be required for T_H_9 cell differentiation,^49^ we tested whether cGAMP could affect mTOR signaling in differentiating T_H_9 cells. We found that cGAMP induced the phosphorylation of the downstream effectors of mTOR pathway P70S6 kinase and S6 ribosomal protein 48 hours after T_H_9 differentiation initiation and that these phosphorylation events were compromised by the addition of the mTOR inhibitor Rapamycin, suggesting that cGAMP activates mTOR signaling in differentiating T_H_9 cells (figure 6B and online supplemental figure S5B). In addition, we found that Rapamycin abrogated the effect of cGAMP on *Il9* transcription as well as protein expression and secretion (figure 6C and online supplemental figure S5C). Overall, these results suggest that the ability of cGAMP to enhance the differentiation of T_H_9 cells relies on the activation of mTOR signaling.

**Figure 6:**
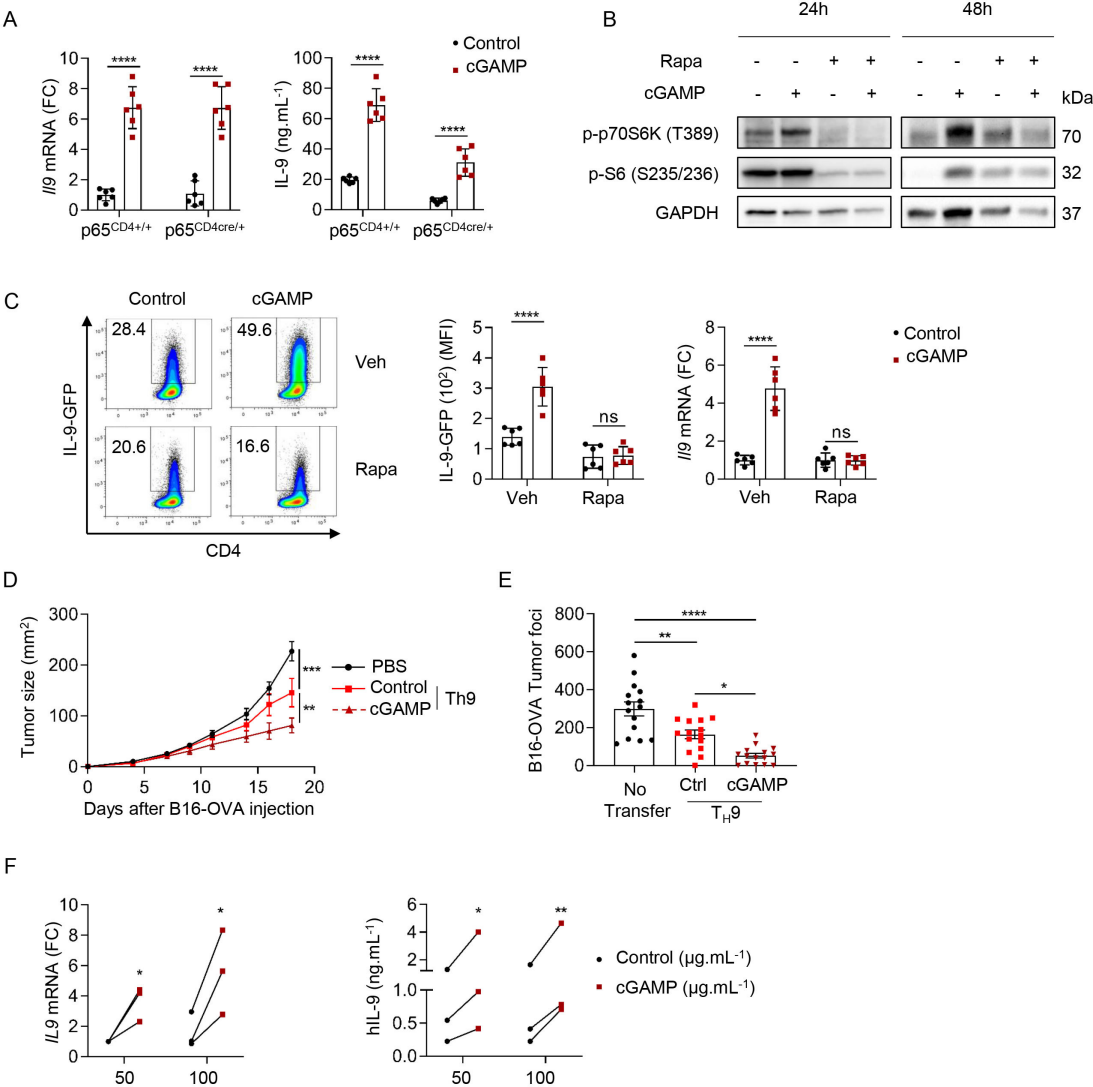
STING signaling enhances T_H_9 effector functions through activation of mTOR signaling. (A) *Il9* mRNA expression (FC, left) and IL-9 secretion (right) from p65^CD4+/+^ or p65^CD4Cre/+^ naive CD4 T cells stimulated with cGAMP or Ctrl and polarized into T_H_9 cells. Mean±SD of replicates pooled from two independent experiments. (B, C) WT (B) or IL-9-GFP (C) naive CD4 T cells stimulated with cGAMP or Ctrl in the presence of Rapa (10 nM) or Veh and then polarized into T_H_9 cells for 24 hours and 48 hours (B) or 3 days (C). (B) Levels of phosphorylated p70S6K (P-p70S6K) and S6 (P–S6). (C) IL-9 production (representative plots, left; MFI, middle; and *Il9* mRNA expression (FC), right). Mean±SD of replicates pooled from two independent experiments. (D) Tumor size in B16-OVA tumor-bearing mice injected intravenously with PBS (Mock), OT-II T_H_9 cells or cGAMP-stimulated OT-II T_H_9 cells 5 days after tumor cell inoculation. (E) Tumor foci enumerated 14 days after intravenous injection of B16-OVA tumor cells and intravenous injection of PBS (no transfer), OT-II T_H_9 cells or cGAMP-stimulated OT-II T_H_9 cells 1 day after tumor cell inoculation. Mean±SEM of n=11–12 (D) and n=15 (E) mice per group pooled from two independent experiments. (F) *IL9* mRNA expression (FC) (left) and hIL-9 secretion (right) from human naive CD4 T cells stimulated with cGAMP or Ctrl and polarized into T_H_9 cells. Mean of replicates from three independent experiments and each dot represents one donor. P values (*p<0.05, **p<0.01, ***p<0.001, ****p<0.0001) determined by two-way ANOVA (A, C, D, F,) or one-way ANOVA (E). ANOVA, analysis of variance; cGAMP, 2′3′-cyclic guanosine monophosphate–AMP; Ctrl, control; FC, fold change; IL, interleukin; ns, not significant; Rapa, rapamycin; STING, stimulator of interferon genes; Veh, vehicle.

T_H_9 cells have recently been proposed to harbor superior anticancer properties compared with T_H_1, T_H_2 or T_H_17 in vivo in the B16 melanoma tumor model.^4 6^ Given that our results showed that STING ligands enhance T_H_9 cell differentiation, we examined the ability of naive CD4 T cells stimulated with control or cGAMP and differentiated into T_H_9 cells to prevent cancer tumor growth in vivo. For this, B16-OVA tumor cells (ovalbumin-transfected B16-F10 melanoma cells) were first injected subcutaneously into mice. Five days after tumor cell engraftment, mice received an intravenous injection of T_H_9 cells polarized in vitro and derived from OT-II mice, which have a TCR specific for the ovalbumin peptide (323–339) presented by MHC class II molecules. As expected, cGAMP enhanced CD4 T cell-derived *Il9* expression from OT-II T_H_9 cells in vitro as compared with control (online supplemental figure S5D). Tumor growth monitoring revealed that cGAMP enhances the antitumor properties of T_H_9 cells upon adoptive transfer (figure 6D). We obtained similar results when B16-OVA cells were injected intravenously, as shown by the reduced number of B16-OVA lung tumor foci in mice which received OT-II T_H_9 cells stimulated with cGAMP compared with control T_H_9 cells (figure 6E). Finally, we also tested the anticancer potential of cGAMP-treated T_H_9 cells against B16F-10 cancer cells in vivo using Trp1 transgenic T cells, which recognize tyrosinase-related protein 1 a specific melanoma tumor antigen.^50^ We also found in that setting that cGAMP endowed antigen-specific T_H_9 cells with higher IL-9 production and superior anticancer functions (online supplemental figure S5E, F).

To investigate whether our findings on mouse CD4 T cells are relevant in a human setting, we obtained human blood samples from healthy volunteers, isolated human naive CD4 T cells and differentiated them into T_H_1 or T_H_9 cells with IL-12 or TGF-β and IL-4, respectively, after stimulation with cGAMP or negative control dinucleotide (control). In line with our results obtained with mouse T cells, we found that cGAMP promoted human T_H_1 and T_H_9 cell differentiation (figure 6F and online supplemental figure S5G). Altogether, these results show that the activation of STING signaling with cGAMP not only affects CD4 T-cell biology through the activation of innate immune responses but also cell intrinsically shapes both mouse and human T_H_1 and T_H_9 cell differentiation.

## Discussion

The contribution of CD4 T-cell effector responses to the antitumor immune effects induced by STING ligand administration in the tumor environment was elusive. Here, our results underscore a key role for IFN-γ and IL-9 in mediating the anticancer effects following STING ligand administration in vivo. We further show that cell-intrinsic STING activation enhances the effector and antitumor functions of T_H_1 and T_H_9 cells through two distinct molecular mechanisms, the engagement of the IRF3 and mTOR signaling, respectively. These findings uncover STING as an attractive target to improve CD4 T cell-mediated cancer immunotherapy.

STING was initially characterized to be essential for induction of antiviral immunity, notably because of its ability to promote the secretion of type I IFNs and proinflammatory mediators from DCs and macrophages.^16^ STING-driven activation of the innate immune system promotes adaptive immune responses that not only favor host defense against infections but also can drive the elimination of cancer cells,^45^ indicating the key importance of this molecular pathway for the maintenance of host homeostasis. While the central importance of STING is known to rely on its ability to bridge innate and adaptive immunity on activation, accumulating evidence suggests that adaptive immune cells can directly respond to STING engagement. B cell-intrinsic STING signaling was indeed proposed to promote antibody responses independently of type I IFNs.^51^ Furthermore, STING triggering can drive type I IFN responses in T cells.^48 52^ Analysis of knock-in mice STING N153S where STING signaling is constitutively active also revealed that T cells featured activation of mTOR and an activated phenotype, possibly resulting from a cell-intrinsic effect of the STING mutation.^53^ Whereas initial studies showed that STING activation induces T cell death, other investigations suggested that the strength of STING signaling differentially affected T-cell activation in a TCR-dependent manner.^48^ STING activation was also recently proposed to enhance the fitness of CD8 T cells, thereby contributing to anticancer immunity.^54^ How STING regulates the differentiation outcome of CD4 T cells, however, was incompletely understood. We find that the nature, potency and dose of STING ligands critically determine the fate of CD4 T cells after STING activation. We also demonstrate that CD4 T-cell polarizing conditions influence the consequences of cell-intrinsic STING activation, as illustrated by a reduced sensitivity to STING-induced cell death of T_H_9 cells compared with T_H_1 cells. This might be due to the control of T_H_1 cell-IFN-γ secretion through IRF3/IFN-β/IFNAR axis, which may also affect proliferation and death.^24 48^ Although prolonged STING stimulation was proposed to downregulate mTOR signaling in T_H_0 cells,^48^ we instead noted that STING activation stimulated mTOR signaling along with IL-9 production in T_H_9 cells. While this is in line with previous observations that mTOR signaling harnesses T_H_9 cell functions through enhanced glycolytic activity,^55^ this also shows that signaling and outcome of STING activation can be distinct in different T-cell subsets. Our results overall indicate that STING signaling directly shapes the differentiation of T_H_1 and T_H_9 cells, thereby lending further support to a determinant function of cell-intrinsic STING signaling in T-cell fate. Whether STING activation additionally affects T-cell persistence in vivo warrants further investigations.

T_H_9 cells have emerged as a unique CD4 T-cell subset of particular interest for adoptive cell therapy of cancer. Compared with other CD4 T-cell subsets, murine T_H_9 cells elicit the highest antitumor response upon adoptive transfer because of their superior persistence, cytolytic functions and resistance to T-cell dysfunction.^4^ Importantly, human chimeric antigenic receptor (CAR) T cells cultured under T_H_9-polarizing conditions exert enhanced antitumor activity compared with cells cultured with IL-2, underscoring the clinical relevance of T_H_9 cells for cancer therapy.^56^ Previous studies reported that cell-extrinsic signals could favor T_H_9 cell differentiation. Indeed, proinflammatory factors secreted by APCs as well as engagement of costimulatory molecules like OX40 were shown to favor T_H_9 cell differentiation.^12 57^ Here, we extend these findings by identifying how T_H_9 cell differentiation can be regulated cell intrinsically following the triggering of the STING signaling pathway, which favors the promotion of inflammation. Our results show not only that CD4 T cell-intrinsic STING activation potentiates T_H_9 cell antitumor effect upon adoptive transfer in mice but also that human T_H_9 cell differentiation can be enhanced through STING activation. While STING agonists were recently suggested to synergize with CAR T cells and enhance their ability to control tumor growth,^58^ our findings provide impetus for studying the relevance of STING activation in T_H_9 cells in the context of adoptive T-cell therapy for cancer.

The ability of STING to regulate adaptive immunity is actually reminiscent of the cell-intrinsic activity of toll-like receptors (TLRs) in CD4 T cells. Indeed, while TLR activation was initially solely considered to bridge innate and adaptive immunity, it is now clear that TLR can also directly affect CD4 T-cell responses.^59 60^ Importantly, synthetic CDNs, nanoparticulate STING agonists, as well as small-molecule STING inhibitors have recently been shown to exhibit functional activities in vivo.^61–63^ Our findings could thus be therapeutically exploited to manipulate CD4 T-cell responses in infections, inflammatory diseases, and cancers.

## Data Availability

Data are available upon reasonable request. RNAseq data are deposited in the Gene Expression Omnibus database under accession number GSE147300.

# Supplementary material for: CD4 T cell-intrinsic STING signaling controls the differentiation and effector functions of TH1 and TH9 cells
**Source:** J Immunother Cancer. 2022 Jan 28;10(1):e003459. doi: 10.1136/jitc-2021-003459
**Supplement:** Supplementary data

Supplementary Materials

- Figure S1: Gating strategies
- Figure S2: The antitumor effect of cGAMP *in vivo* requires STING and modulates CD4 T cell effector functions
- Figure S3: STING ligands enhance the production of effector cytokines from *in vitro*-polarized T_H1 and T_H9 cells rather than affecting cell viability
- Figure S4: STING signaling is activated in CD4 T cells and maintained after 48h of polarization.
- Figure S5: STING-driven enhancement of T_H1 and T_H9 cell differentiation respectively involves IRF3 and mTOR signaling
- Table S1. Primers and TaqMan assays used for mouse and human gene expression quantification
- Table S2: Genes most differentially expressed in cGAMP-stimulated T_H1 and T_H9 cells

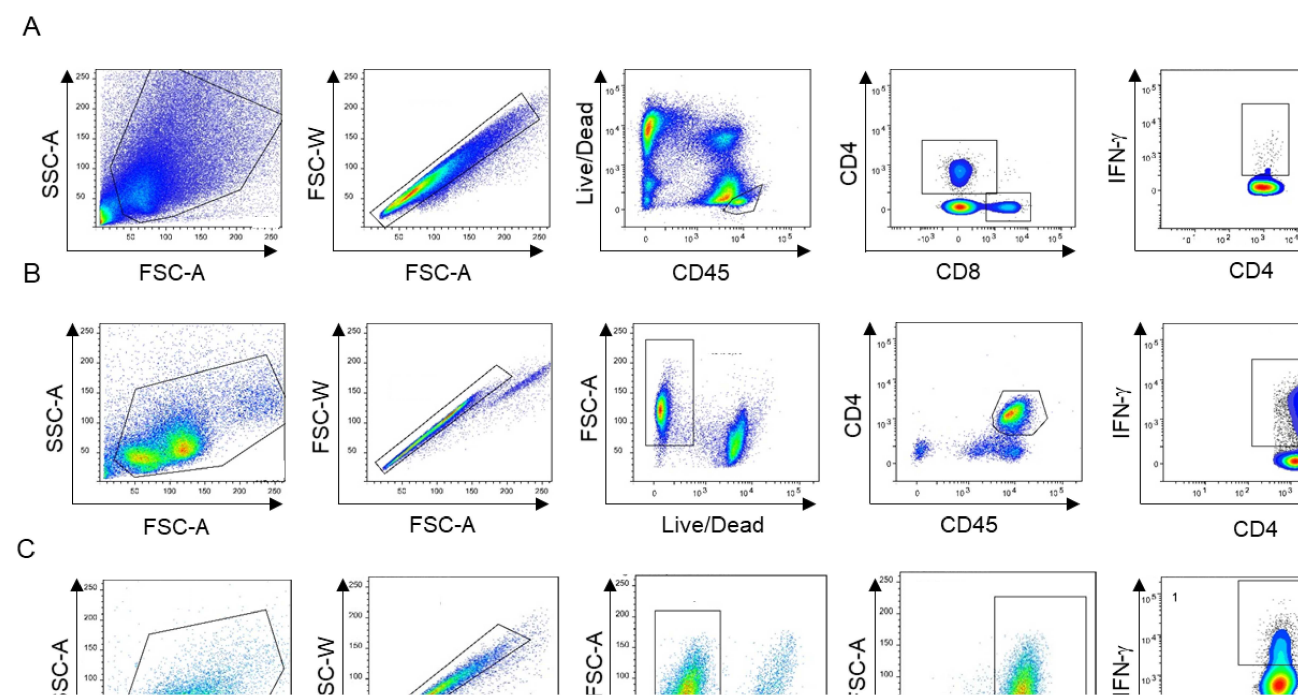

Figure S1: Gating Strategies

Figure S1: Gating Strategies

(A) Gating strategies for IFN- γ^+ or IL-9 $^+$ CD4 T cell identification in tumor infiltrating cells.

(B) Gating strategies for IFN- γ^+ CD4 T cell identification in splenocytes from STING

V154M/WT mice or WT littermates.

(C-E) Gating strategies for IFN- γ^+ **(C)**, GFP $^+$ **(D)**, IL-17 $^+$ **(E)** CD4 T cell identification after T_H1

(C), T_H9 **(D)**, and T_H17 **(E)** differentiation *in vitro*.

Figure S2: The antitumor effect of cGAMP in vivo requires STING and modulates CD4 T cell effector functions

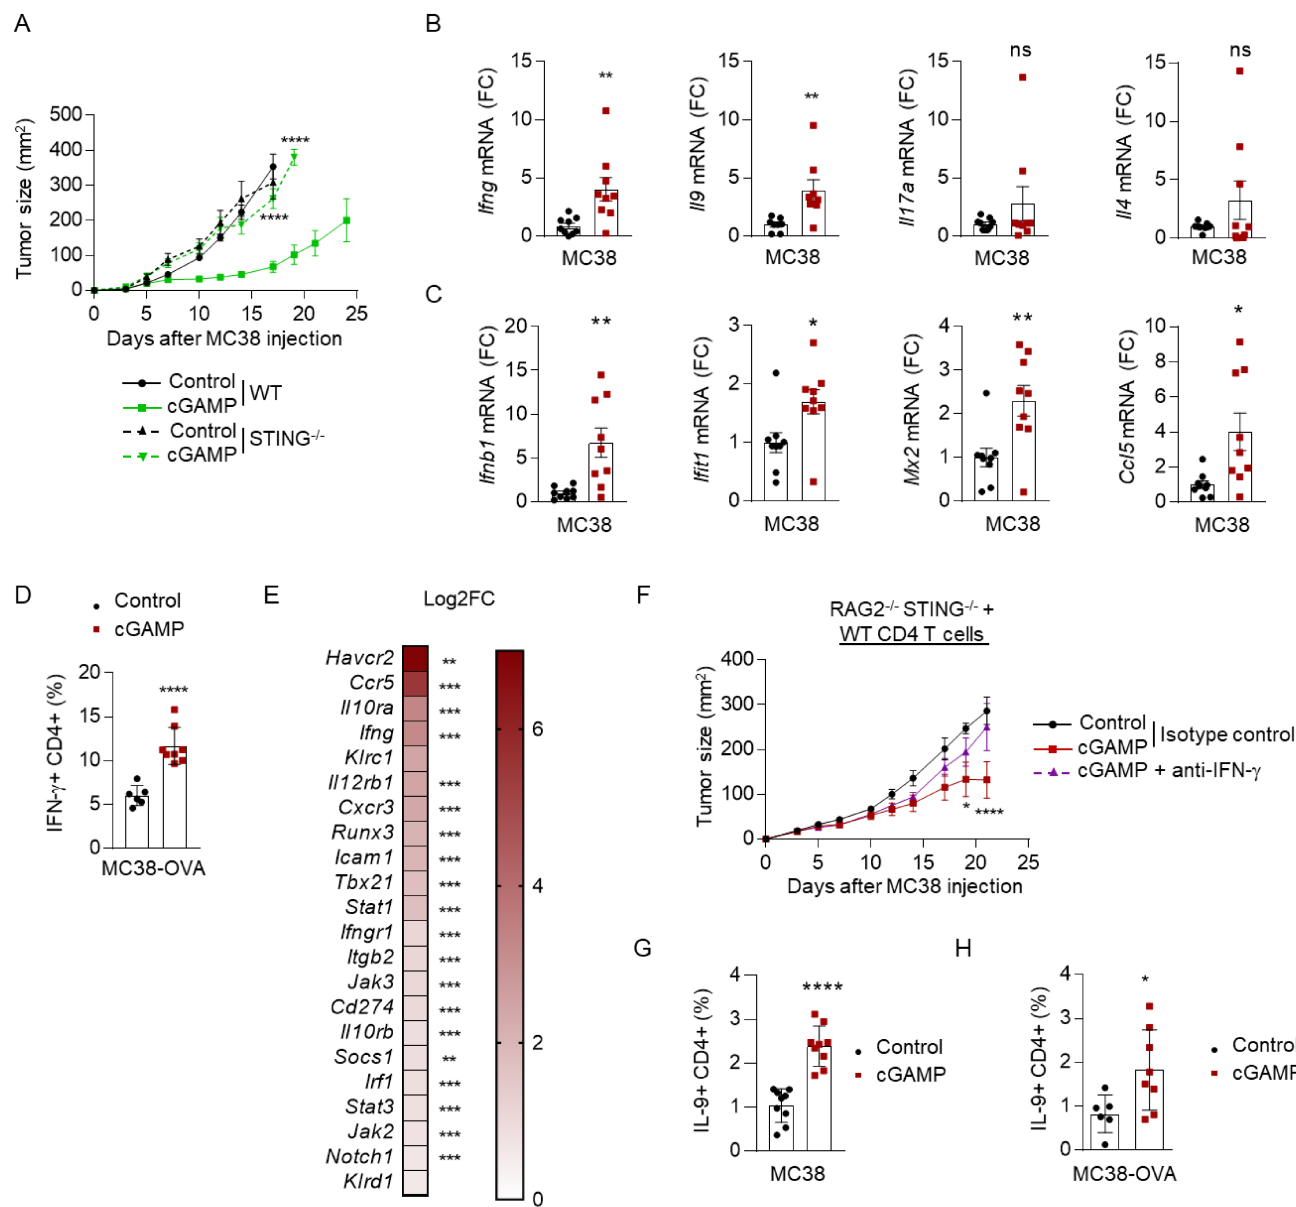

Figure S2: The antitumor effect of cGAMP *in vivo* requires STING and modulates CD4 T cell effector functions

(A) Tumor size in MC38 tumor-bearing WT or STING^{-/-} mice treated or not *i.t.* with cGAMP.

Mean ± SEM of n=8-10 mice per group pooled from two independent experiments.

(B) *Ifng*, *Il9*, *Il17a* and *Il4* mRNA relative expression (FC) in MC38 tumor-infiltrating immune cells, after *i.t.* cGAMP treatment.

(C) *Ifnb1*, *Ccl5*, *Ifit1* and *Mx2* mRNA relative expression (FC) in MC38 tumor-infiltrating CD4 T cells, after *i.t.* cGAMP treatment.

Mean ± SD from n=8-9 mice per group pooled from three independent experiments.

P values (*p<0.05, **p<0.01, ****p<0.0001) determined by two-way ANOVA **(A)** or unpaired *t* tests **(B and C)**.

(D, H) IFN-γ **(D)** and IL-9 **(H)** production in TILs from MC38-OVA tumor-bearing WT mice after *i.t.* cGAMP treatment and stimulated *ex vivo* with class II-restricted OVA-peptide

(323-339). Mean ± SD of technical duplicates from n=3-4 mice.

(E) Heatmap illustrating the relative expression of T_H1-related genes between CD4 T isolated cells from STING V154M/WT mice and their control littermates. Mean Log2FC from biological replicates (n=5 mice per group). Adjusted *p* values (**p<0.01, ***p<0.0001).

(F) MC38 tumor size in STING^{-/-} RAG2^{-/-} mice reconstituted with WT CD4 T cells and STING^{-/-} CD8 T cells, and treated or not *i.t.* with cGAMP as well as *i.p.* with anti-IFN-γ. Mean ± SEM of n=8-9 mice per group pooled from two independent experiments.

(G) IL-9 production in TILs from MC38 tumor-bearing WT mice, after *i.t.* cGAMP treatment.

Mean $\pm$ SD from three independent experiments where each dot represents one mouse (n=9 mice).

Figure S3: STING ligands enhance the production of effector cytokines from in vitro-polarized T_H1 and T_H9 cells rather than affecting cell viability

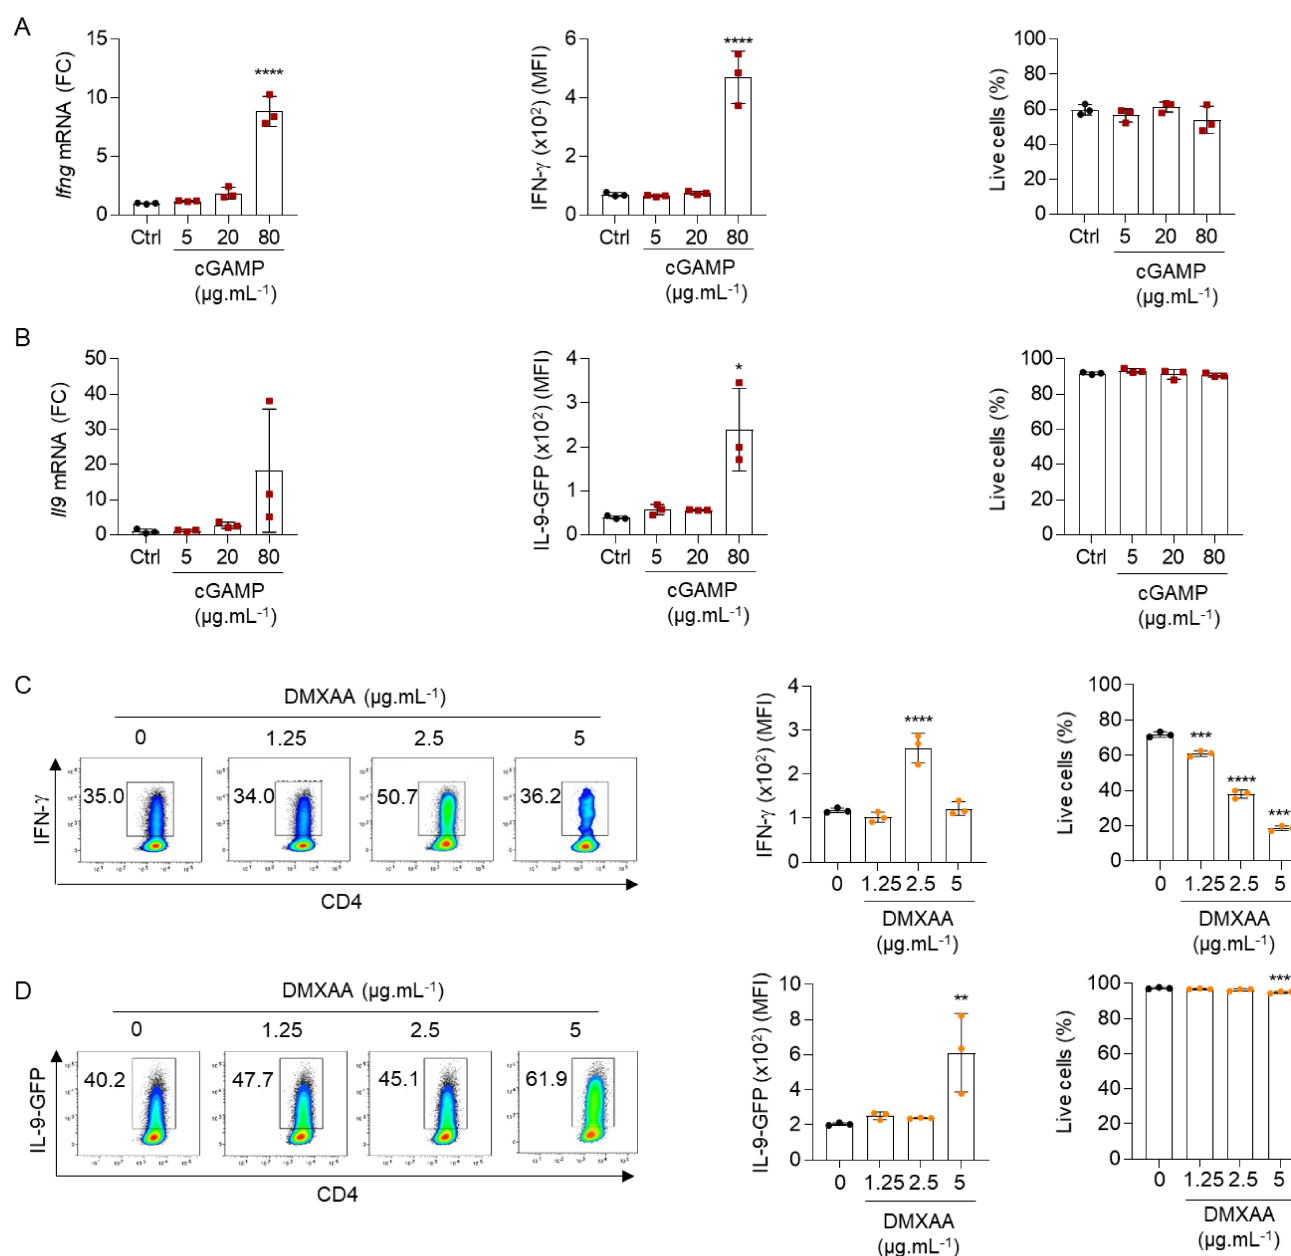

Figure S3: STING ligands enhance the production of effector cytokines from *in vitro*-polarized T_H1 and T_H9 cells rather than affecting cell viability

(A, B) *Ifng* **(A)** or *Il9* **(B)** mRNA expression (FC, **left**), IFN- γ **(A)** or IL-9 **(B)** production (MFI, **middle**) and cell viability **(right)** from WT **(A)** or IL-9-GFP **(B)** naive CD4 T cells stimulated with cGAMP or Control (Ctrl) and polarized into T_H1 **(A)** or T_H9 **(B)** cells.

(C, D) IFN- γ and IL-9 production (representative plots **(left)**; MFI **(middle)**) and cell viability **(right)** from WT **(C)** or IL-9-GFP **(D)** naive CD4 T cells stimulated with DMXAA or DMSO and polarized into T_H1 **(C)** or T_H9 **(D)** cells.

Mean $\pm$ SD of replicates from one experiment representative of three **(A, B)** or two **(C, D)** independent experiments. *P* values (*p<0.05, **p<0.01, ***p<0.001, ****p<0.0001) determined by one-way ANOVA.

Figure S4: STING signaling is activated in CD4 T cells and maintained after 48h of polarization

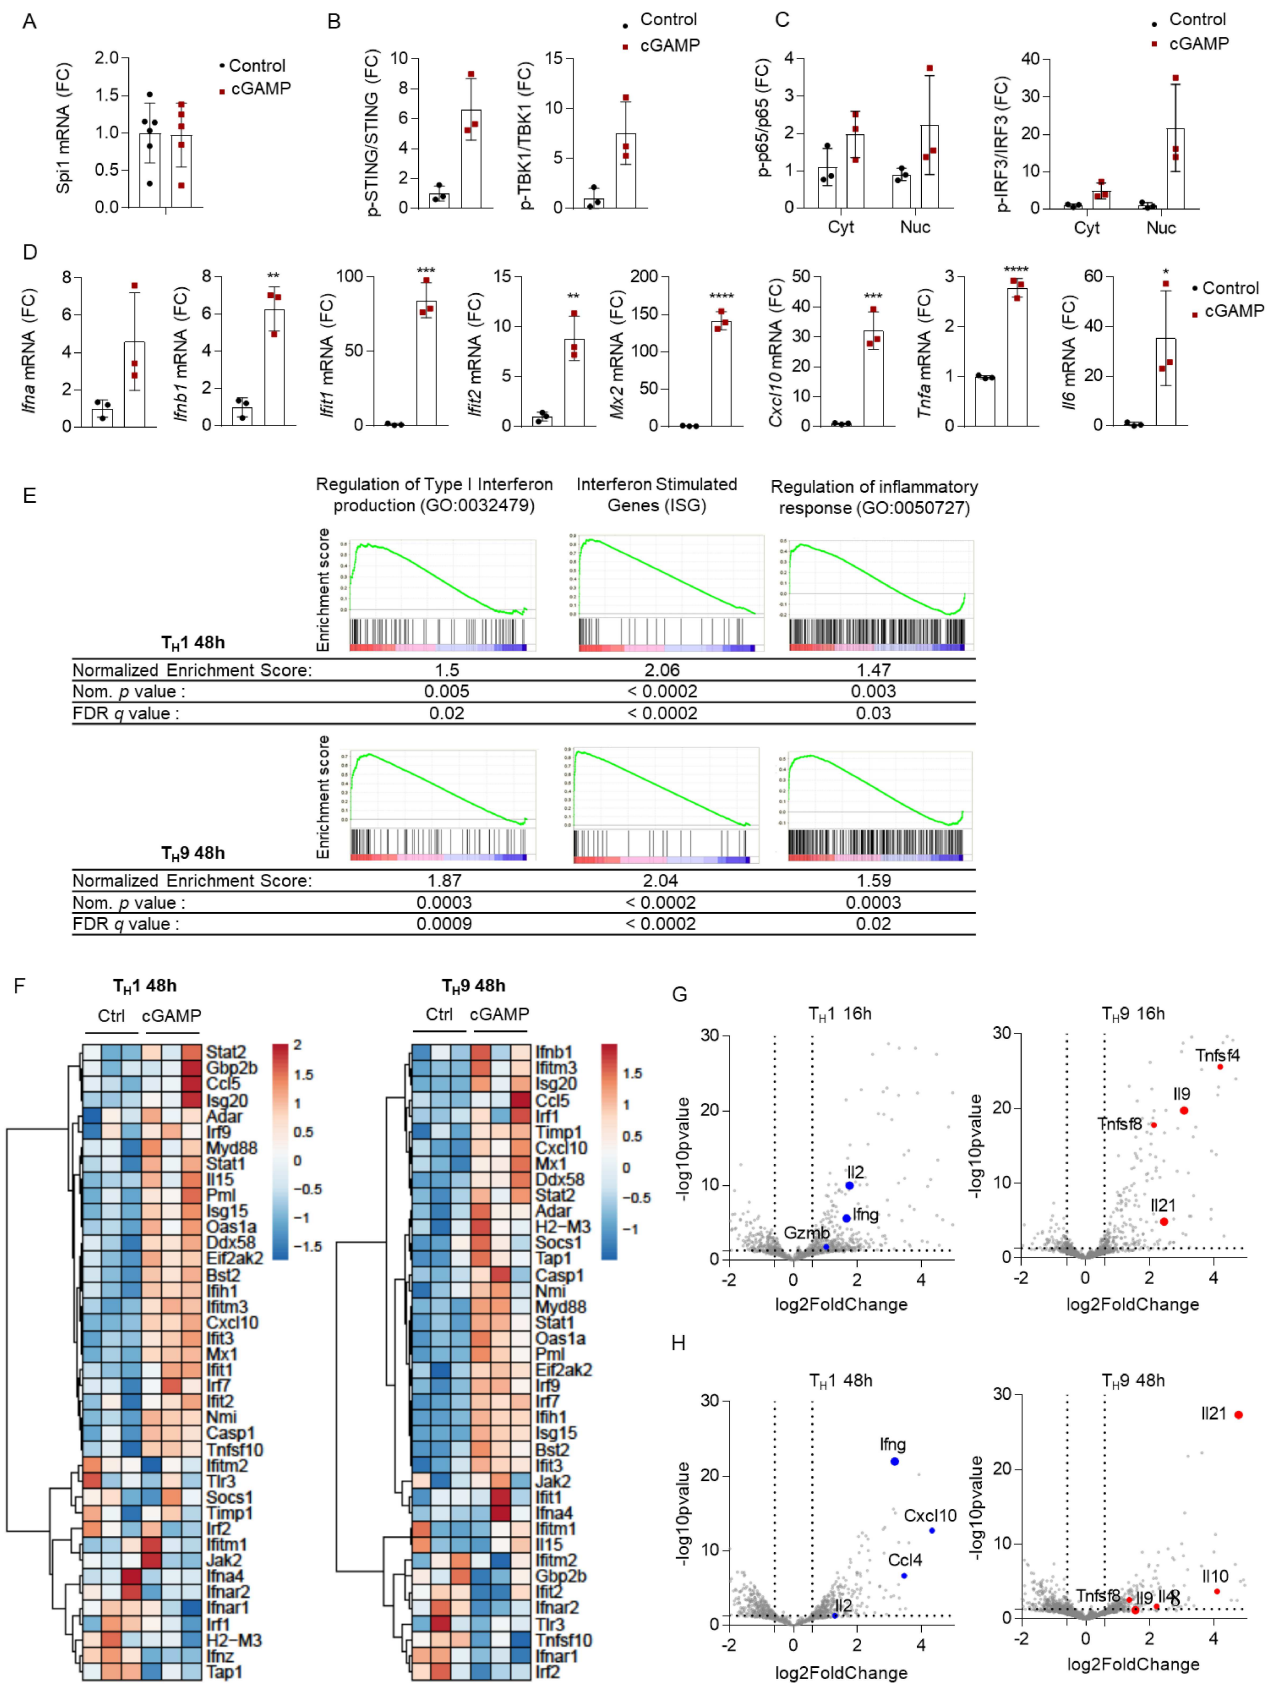

Figure S4 I

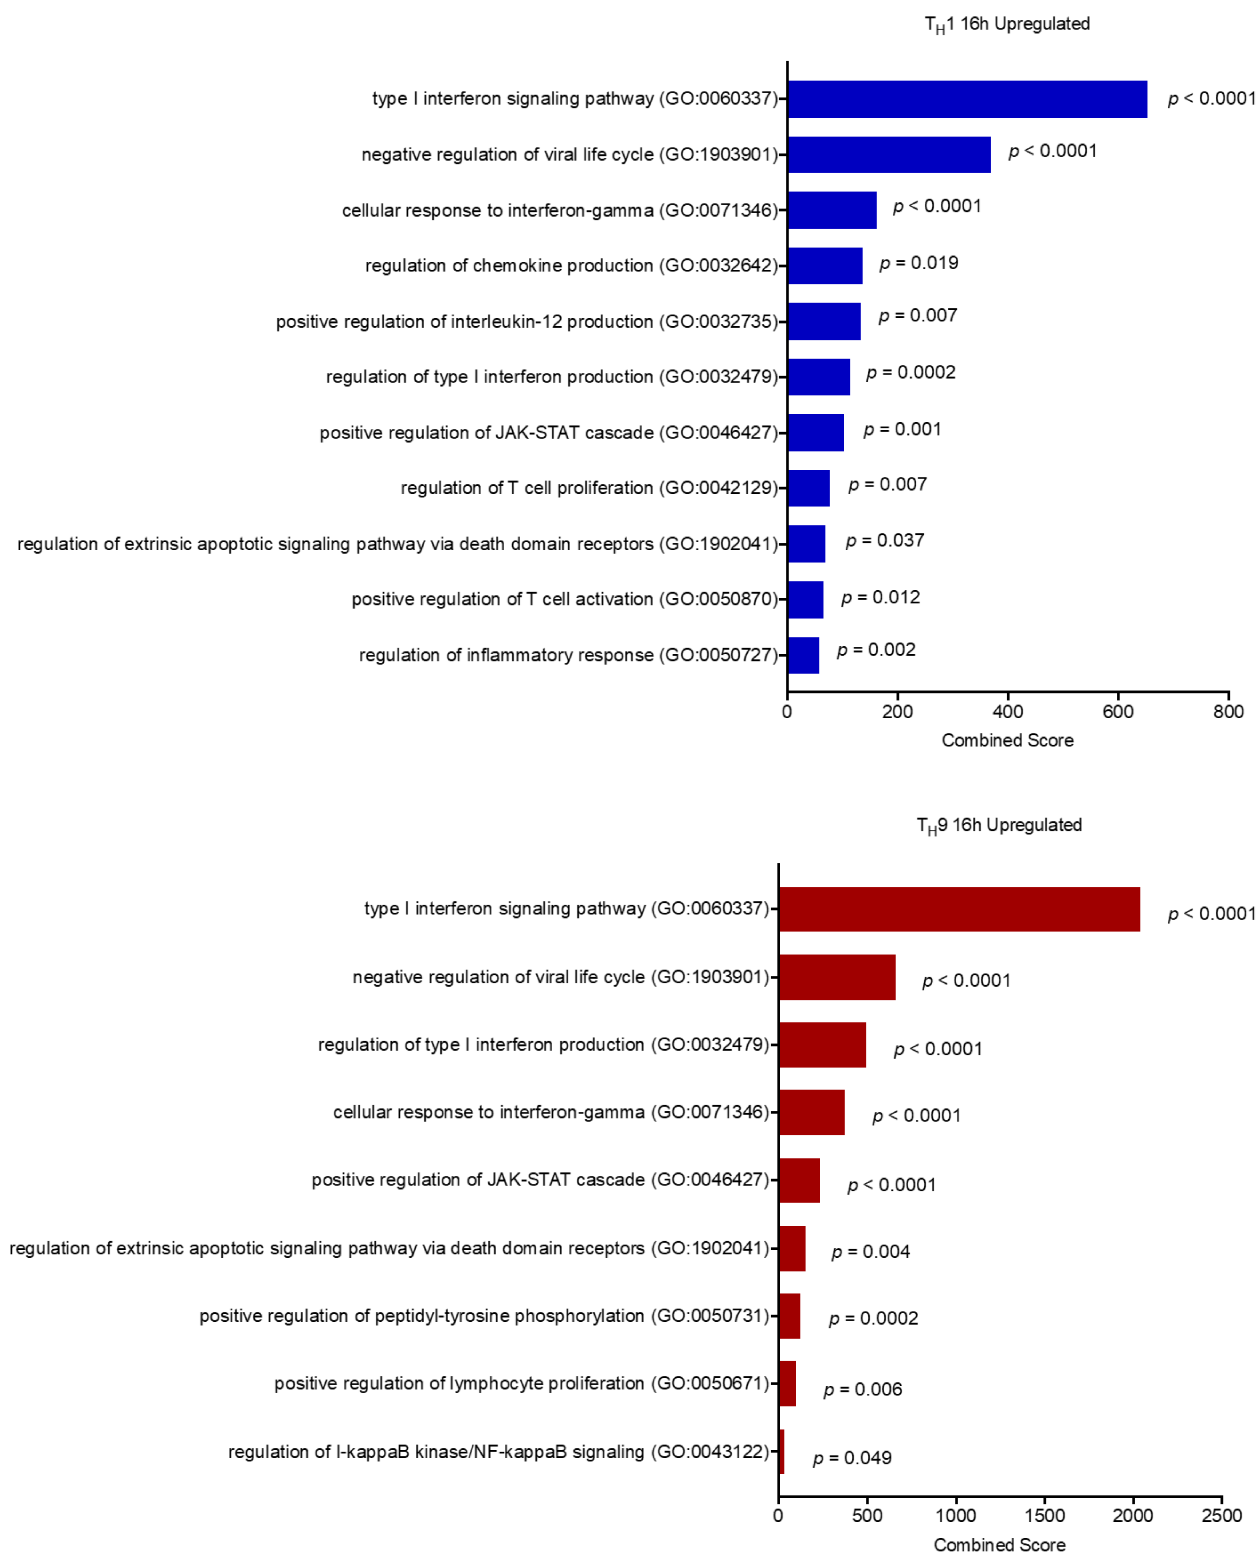

Figure S4 I

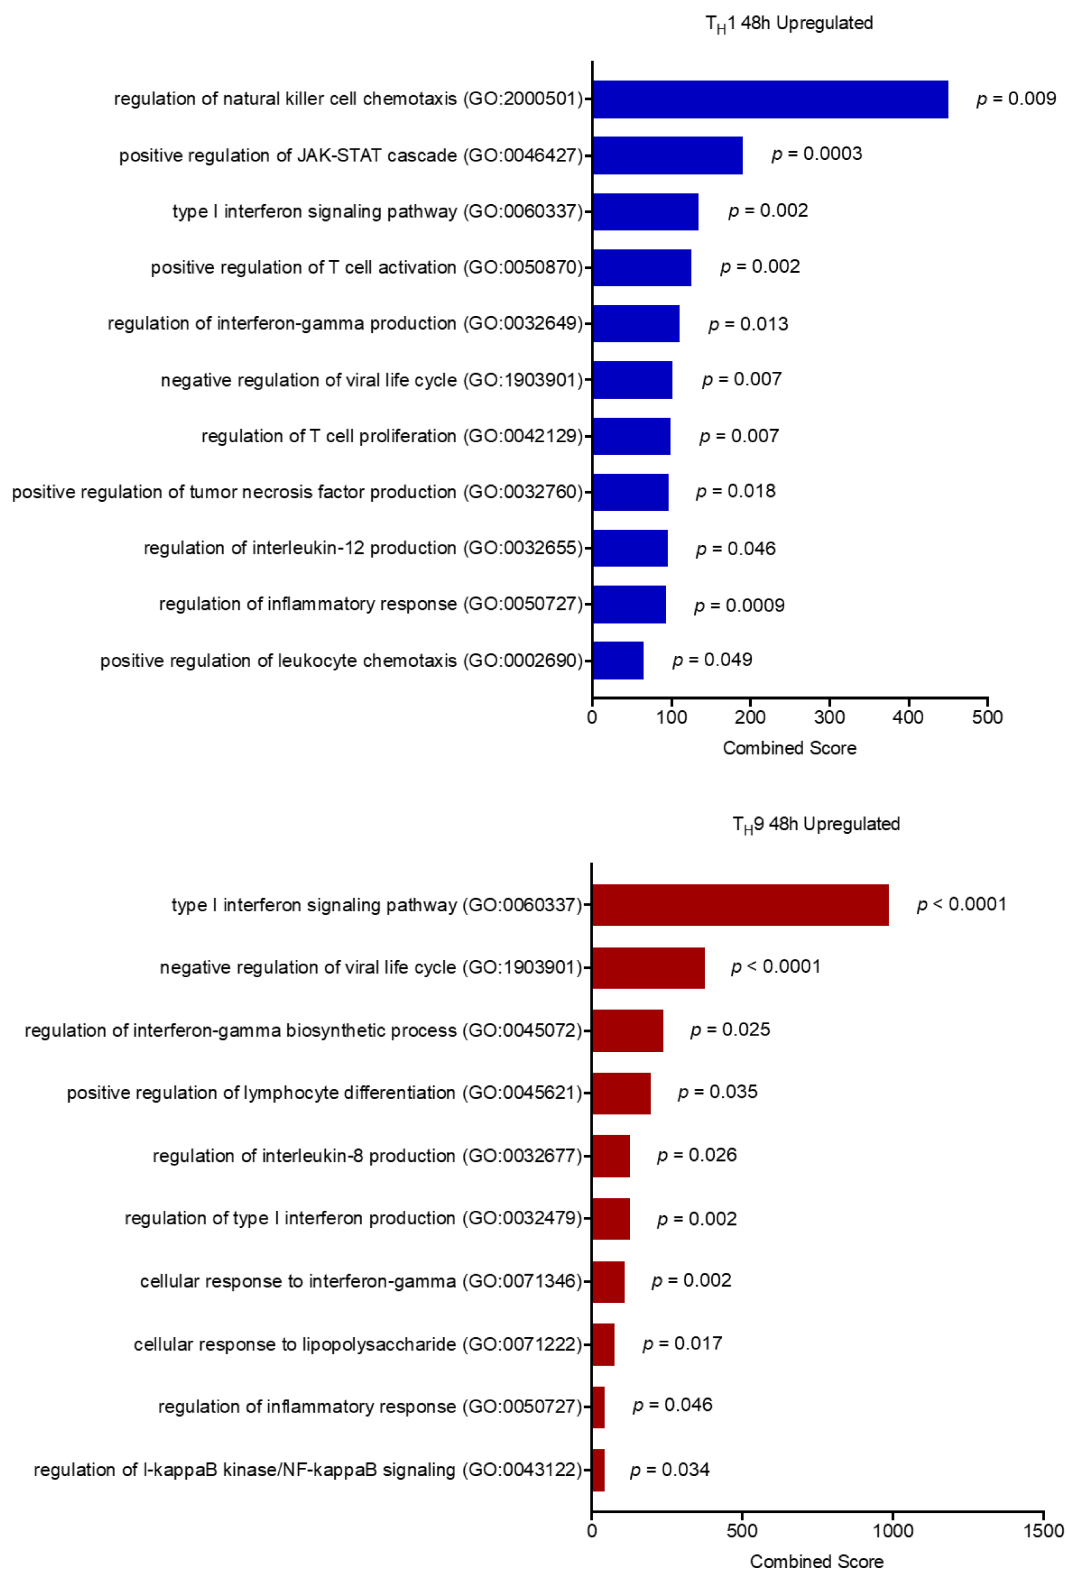

Figure S4: STING signaling is activated in CD4 T cells and maintained after 48h of polarization

(A) *Spi1* mRNA expression (FC) from naive CD4 T cells stimulated with cGAMP or Control and polarized into T_H9 cells for 16h.

(B, C, D) WT naive CD4 T cells stimulated with cGAMP or Control for 4h **(B)** or 6h **(C, D)**.

(B, C) Fold change (FC) of total STING, p-STING, TBK1 and p-TBK1 protein levels **(B)** and Cytosolic (Cyt) and nuclear (Nuc) localization of IRF3, p65 NF-κB and their phosphorylated forms **(C)**. Mean of replicates pooled from three independent experiments.

(D) *Ifna*, *Ifnb1*, *Il6*, *Tnfa*, *Ifit1*, *Ifit2*, *Mx2* and *Cxcl10* mRNA expression (FC). Mean ± SD of replicates from one experiment representative of three independent experiments.

P values (*p<0.05, **p<0.01, ***p<0.001, ****p<0.0001) determined by unpaired t tests **(D)**.

(E, F, G, H, I) RNA sequencing analysis from WT naive CD4 T cells stimulated with cGAMP or Control and polarized into T_H1 or T_H9 cells for 16h **(G-I)** or 48h **(E-F-H-I)**. Biological replicates from three independent experiments.

(E) Gene set enrichment analysis (GSEA) comparing expression in cGAMP-stimulated cells to Control cells. Enrichment plot and score, Nominal (Nom.) *p* value and False Discovery Rate

(FDR) *q* value shown for the three gene sets. **(F)** Heatmaps illustrating the hierarchical clustering

of expression levels (rld values) of Interferon Stimulated Genes (ISG). **(G-H)** Volcano plots depicting fold change (log₂, x-axis) and statistical significance (−log₁₀ adjusted *p* value, y-axis)

in cGAMP-stimulated cells compared to Control cells. T_H1 (blue) and T_H9 (red) -related genes

are highlighted. **(I)** Selection of biological pathways found significantly enriched in

cGAMP-stimulated T_H1 and T_H9 cells compared to Control cells, using Enrichr web tool and GO

Biological Process 2018 database. Pathways ranked according to combined score. Adjusted p value indicated for each pathway.

Figure S5: STING-driven enhancement of T_H1 and T_H9 cell differentiation respectively involves IRF3 and mTOR signaling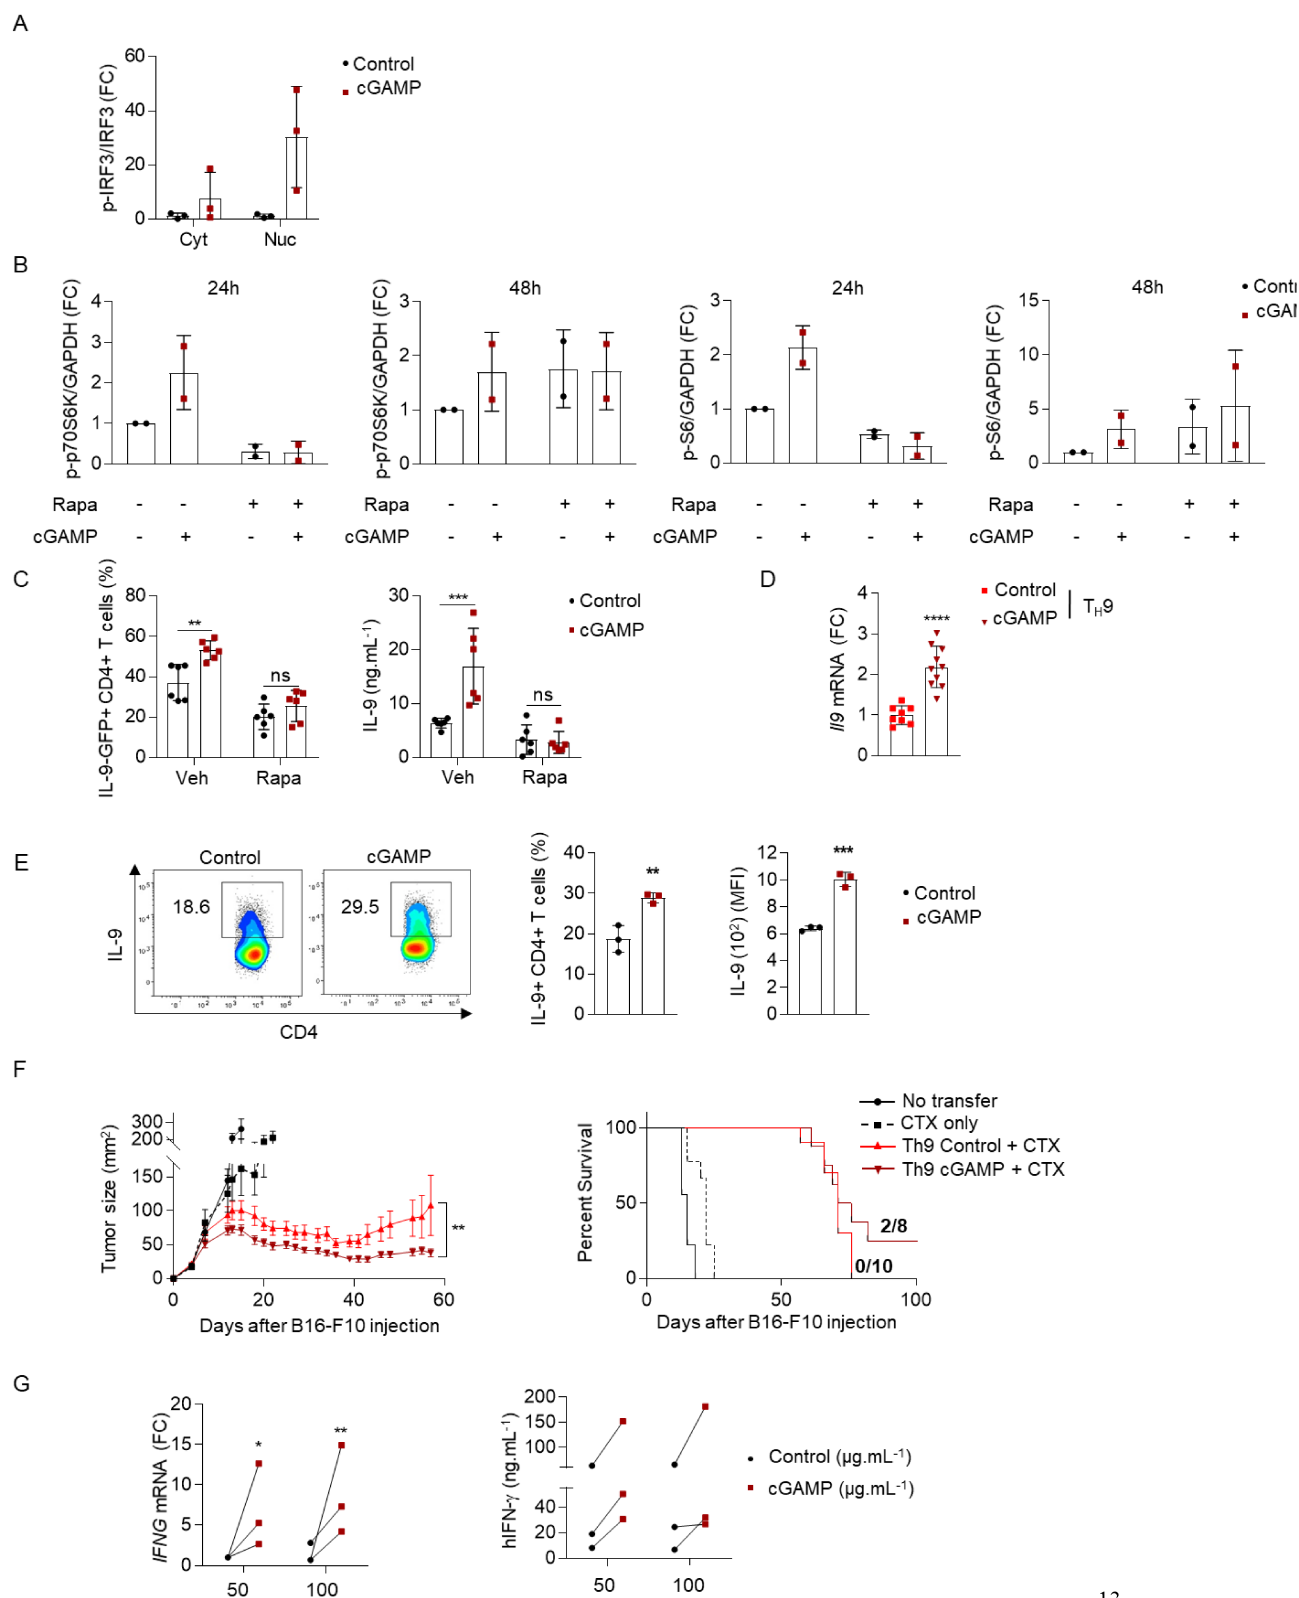

Figure S5: STING-driven enhancement of T_H1 and T_H9 cell differentiation respectively involves IRF3 and mTOR signaling

(A) Fold change (FC) of cytosolic (Cyt) and nuclear (Nuc) localization of IRF3 and its phosphorylated form in WT naive CD4 T cells stimulated with cGAMP or Control and polarized into T_H1 for 16h. Mean ± SD pooled from three independent experiments.

(B, C) WT **(A)** or IL-9-GFP **(B)** naive CD4 T cells stimulated with cGAMP or Control in the presence of Rapamycin (Rapa, 10 nM, +) or vehicle (Veh, -) and then polarized into T_H9 cells for 24h and 48h **(A)** or 3 days **(B)**.

(B) Fold Change (FC) of phosphorylated p70S6K (P-p70S6K, **left**) and S6 (P-S6, **right**) levels. Mean ± SD pooled from two independent experiments.

(C) IL-9 production (frequency of IL-9-GFP+ CD4+ T cells, **left**) and IL-9 secretion (**right**). Mean ± SD of replicates pooled from two independent experiments.

(D) *Il9* mRNA expression (FC) from OT-II naive CD4 T cells stimulated with cGAMP or Control and polarized into T_H9 cells. Mean ± SD of 8-10 biological replicates pooled from two independent experiments.

(E) IL-9 production (representative plots **left**); frequency (**middle**) and Mean Fluorescence Intensity (MFI, **right**) from Trp-1 T_H9 cells differentiated in the presence of Trp-1 peptide-loaded STING^{-/-} APC and stimulated with cGAMP (T_H9 cGAMP) or not (T_H9 Control). Mean ± SD of replicates from one representative experiment.

(F) Tumor size (**left**) and survival (**right**) in B16-F10 tumor-bearing mice treated or not with cyclophosphamide (CTX) before *i.v* injection of Trp-1 T_H9 cells differentiated in the presence of

Trp-1 peptide-loaded STING^{-/-} APC and stimulated with cGAMP (T_H9 cGAMP) or not (T_H9 Control). Mean ± SEM of n=8-10 mice per group pooled from two independent experiments.

(G) *IFNG* mRNA expression (FC) **(left)** and hIFN-γ-secretion **(right)** from human naive CD4 T cells stimulated with cGAMP or Control and polarized into T_H1 cells. Mean of replicates from 3 independent experiments with each dot representing one donor.

P values (*p<0.05, **p<0.01, ***p<0.001, ****p<0.0001) determined by two-way ANOVA **(C-H)** or unpaired t tests **(D)**

Supplemental Table 1: Primers and TaqMan assays used for mouse and human gene expression quantification

**Primers for mouse gene expression, SybR Green technology**		
**Target**	**Forward primer (5'-3')**	**Reverse primer (5'-3')**
<i>Actb</i>	atggagggggaatacagccc	ttcttgcagctcctcggt
<i>Ifng</i>	gagctcattgaatgcttggc	gcgtcattgaatcacacctg
<i>Il9</i>	aacagtcctccctgtagca	aaggatgatccaccgtcaaa
<i>Il17a</i>	tgagcttcccagatcacaga	tccagaaggccctcagacta
<i>Tbx21</i>	atcctgtaatggcttggg	tcaaccagcaccagacagag
<i>Irf1</i>	aggcatcctgttgatgtcc	aattccaaccaatcccagg
<i>Gata3</i>	aggatgtcctgtctctctt	gcctgctgactctaccataa
<i>Irf4</i>	caagcacagagtcacctgg	tgcaagctcttgacacaca
<i>Irf8</i>	aatgatgagaagaccatgtccgt	ccagcttgcatcttctctct
<i>Batf</i>	gccccctagcagtaagaag	tcagatgagtcctgttgccag
<i>Foxp3</i>	ctcgtctgaaggcagagtc	tggcagagaggtattgagg
<i>Spi1</i>	tgacgtctgtgaagtgtt	agcgatggagaaagccatag
<i>Ifna</i>	gaatttcccctgaccaggga	acttctgctctgaccacctc
<i>Ifnb1</i>	tccagcactgggtggaatga	ggtaccttgcaccctccagt
<i>Ifit1</i>	tcaaggcaggtttctgagga	attctctccatggtgtgtgt
<i>Ifit2</i>	gctctggaagaggaccgaa	gcttcagtgcgaagaggact
<i>Mx2</i>	cctattcaccagggtccgaa	cagcataacctttgcgaaattct
<i>Ccl5</i>	ccacttctctctgggtgg	gtgccacgtcaaggagtat
<i>Cxcl10</i>	ctcatcctgctgggtctgag	cctatggccctcattctcac
<i>Tnfa</i>	agggtctggccatagaact	ccaccacgctctctgtctac
<i>Il6</i>	accagaggaaatttcaataggc	tgatgcattgcagaaaaca
**Primers for human gene expression, SybR Green technology**		
<i>ACTB</i>	gttgtcgacgacgagcg	gcacagagcctcgctt
<i>IL9</i>	catggctgttcacaggaaaa	ccatgcaaacaagataccca
<i>IFNG</i>	gtattgcttgcgttgaca	gagtgaggagagaccatcaagga
**TaqMan™ Gene Expression Assays**		
**Target**	**TaqMan Assay ID**	**Probe/Quencher**
<i>Actb</i>	Mm02619580_g1	FAM/MGB
<i>Ifng</i>	Mm01168134_m1	FAM/MGB
<i>Il9</i>	Mm00434305_m1	FAM/MGB
<i>Il4</i>	Mm00445259_m1	FAM/MGB
<i>Il17a</i>	Mm00439618_m1	FAM/MGB

Supplemental Table 2: Genes most differentially expressed in cGAMP-stimulated T_H1 and

T_H9 cells: For each time point and T cell subset, gene names, Log2 of fold change (Log2FC), adjusted *p*-value and *s*-value are represented. 

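Table S2 gives, for 30 genes per comparison, the paper's fold change, adjusted p and s-value from its own count-based test. The column headed Log2FC runs in the paper from 2.47 to 6.87 at TH1 16h, 2.4 to 8.39 at TH9 16h and 1.76 to 5.61 at TH9 48h. At TH1 48h it runs from 23.61 to 958.6, which a log2 fold change cannot reach, so that column was not set beside other values. Between libraries labelled cGAMP and control, the log2 fold change of the listed genes was above 0 for 25 of 30 at TH1 16h (median 0.76), 29 of 30 at TH9 16h (median 1.16), 21 of the 28 tested at TH1 48h (median 0.38) and 30 of 30 at TH9 48h (median 1.18), where most of all tested genes lay above 0. The highest was 2.25, 2.76, 2.31 and 2.83 in these comparisons, and limma called 0 of the listed genes in each, with 0, 3, 0 and 3 at an unadjusted p under 0.05. The study chose these genes on the same samples, so their direction here is not independent evidence.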

Top 30 genes ranked according to *s*-value.

T _H 1 16h				T _H 1 48h			
Gene	Log2FC	Adj. <i>p</i> -value	<i>s</i> -value	Gene	Log2FC	Adj. <i>p</i> -value	<i>s</i> -value
Irf7	5.14	3.54E-57	8.61E-39	Ifi211	134.03	5.87E-21	5.06E-14
Ifi214	3.51	1.03E-57	2.53E-32	Ifng	549.21	1.01E-22	2.80E-13
Cxcl10	6.87	1.06E-39	8.79E-32	Cxcl10	42.15	1.83E-13	1.84E-10
Oasl2	5.40	1.47E-40	7.20E-30	Il10	42.89	2.55E-11	6.09E-10
Trim30a	2.62	4.23E-64	1.26E-27	Ifi209	237.25	2.40E-16	7.50E-10
Trim30d	3.56	6.68E-45	3.11E-26	Ernm	202.60	8.52E-16	9.14E-10
Ifi208	3.64	4.65E-44	5.99E-26	Ccl3	37.34	1.09E-10	1.43E-09
Rnf213	2.85	4.81E-54	1.25E-25	Ifi204	57.90	8.21E-12	6.56E-09
Ifi206	3.97	2.34E-39	6.77E-25	Frmd4b	157.52	6.95E-14	2.32E-08
Usp18	3.82	4.78E-35	2.65E-22	Ttc39c	129.88	1.23E-13	3.42E-08
Oas3	3.80	4.98E-34	2.29E-21	Mx1	50.56	7.37E-12	4.46E-08
Rsad2	6.58	8.31E-26	5.41E-21	P2ry14	40.01	3.50E-10	1.78E-07
Ifit3	4.46	2.37E-28	4.48E-20	Il22	25.30	4.16E-06	2.73E-07
Ccl5	5.67	8.99E-24	1.83E-19	Ifi214	73.27	2.03E-10	5.34E-07
Ifit1	3.59	2.58E-31	4.71E-19	Tnfrsf8	156.24	2.50E-12	1.01E-06
Ddx60	3.80	3.64E-29	1.20E-18	Rnf213	958.60	9.66E-13	1.88E-06
Mx1	5.63	5.23E-22	7.20E-18	Plac8	618.77	3.78E-13	2.54E-06
Ifi27l2a	3.29	3.80E-29	4.34E-17	Ccl4	30.68	2.09E-07	3.99E-06
Herc6	2.90	3.15E-32	9.63E-17	Ly6c1	244.41	9.21E-11	6.44E-06
Ifi44	4.96	3.66E-23	1.52E-16	Serpib9	231.41	1.14E-12	9.69E-06
Ifi209	2.58	3.94E-35	3.13E-16	Trim30d	218.92	2.07E-11	1.35E-05
Ifih1	2.96	9.53E-30	5.34E-16	Ifih1	155.49	1.83E-09	1.57E-05
Xaf1	3.86	3.86E-23	2.16E-15	Parp12	23.61	3.27E-06	2.07E-05
Rtp4	4.83	1.34E-18	1.19E-14	Usp18	234.60	1.73E-10	3.11E-05
Ifi211	3.27	7.65E-23	4.69E-14	Lgals3bp	113.85	4.26E-08	4.66E-05
Plagl1	2.91	8.17E-24	2.04E-13	Oasl2	43.13	5.10E-06	1.09E-04
Slfn8	2.47	2.37E-28	4.35E-13	Ifi44	39.10	6.13E-06	1.30E-04
Oasl1	5.98	1.52E-13	7.17E-13	Ifi208	28.97	7.58E-06	1.74E-04
Isg15	5.51	5.13E-15	9.93E-13	Isg15	53.30	1.73E-06	2.19E-04
Slfn5	2.80	2.67E-23	1.73E-12	Slfn8	87.56	1.05E-07	2.43E-04

T _H 9 16h				T _H 9 48h			
Gene	Log2FC	Adj. p-value	s-value	Gene	Log2FC	Adj. p-value	s-value
Gbp6	4.86	4.92E-75	2.28E-51	Ly6a	4.82	5.53E-28	8.08E-20
Irf7	6.21	6.79E-64	1.15E-49	Trim30d	4.25	8.07E-29	8.14E-20
Trim30a	3.69	1.32E-80	2.68E-46	Il21	4.76	4.79E-28	8.47E-20
Trim30d	4.60	3.45E-56	1.76E-38	Xaf1	5.12	8.39E-20	6.25E-16
Oas3	4.65	2.28E-51	3.18E-35	Oas3	3.61	5.71E-23	6.53E-15
Ifi27l2a	3.62	4.10E-59	2.07E-34	Trim30a	3.18	1.56E-22	1.53E-13
Ifi214	4.10	3.70E-49	5.85E-32	Ifih1	3.07	6.29E-15	1.16E-09
Ifih1	4.42	5.48E-47	1.30E-30	Irf7	4.03	4.79E-12	2.39E-09
Rnf213	3.00	1.61E-59	1.06E-29	Gbp6	3.99	1.07E-09	1.60E-08
Ccl5	8.39	1.92E-34	6.81E-29	Ifi44	5.58	3.88E-08	5.32E-08
Ifi209	3.60	6.84E-47	7.74E-28	Isg15	4.65	4.85E-08	8.51E-08
Ly6a	4.58	6.86E-30	6.03E-22	Tnfrsf8	2.99	8.62E-11	1.61E-07
Slfn5	3.18	1.47E-39	1.43E-21	Lgals3bp	3.04	3.54E-09	5.19E-07
Ifi206	4.40	2.11E-30	3.34E-21	Plac8	4.91	5.84E-06	1.09E-06
Ifi208	3.85	2.71E-32	5.60E-21	Inhba	2.56	4.01E-10	1.88E-06
Ifit3	4.28	1.50E-29	7.27E-20	Tlr7	3.60	8.20E-08	3.15E-06
Gbp9	3.73	7.72E-28	1.76E-18	Lilr4b	2.75	1.16E-08	4.39E-06
Tnfsf4	4.19	2.49E-26	4.45E-18	Usp18	2.70	6.65E-09	5.55E-06
Lgals3bp	3.30	2.58E-30	7.67E-18	Olr1	4.82	9.20E-06	6.60E-06
Oasl2	5.89	1.45E-24	1.10E-17	Oas1a	4.95	3.22E-05	9.64E-06
Parp14	2.40	1.64E-41	2.86E-17	Frmd4b	3.17	2.59E-07	1.25E-05
Ifi44	5.21	1.77E-20	6.29E-17	Rnf213	2.26	1.16E-09	1.62E-05
Rsad2	5.19	2.97E-22	9.60E-17	Irgm1	2.24	6.82E-08	3.69E-05
Xaf1	4.68	9.83E-25	1.64E-16	Il10	4.09	2.07E-04	6.34E-05
Ifi213	4.11	1.46E-22	2.75E-16	Ifi209	3.06	3.28E-05	9.48E-05
Usp18	3.61	5.68E-26	3.91E-16	Ifi211	5.61	4.33E-04	1.26E-04
Irgm1	3.03	1.74E-29	5.15E-16	Gbp2	2.16	3.86E-07	1.65E-04
Rtp4	5.18	2.52E-20	6.66E-16	Parp14	1.97	5.25E-08	2.52E-04
Iigp1	4.14	1.30E-23	8.99E-16	Ifi27l2a	1.95	9.33E-08	3.47E-04
Slfn8	2.99	2.34E-28	1.38E-15	Etv6	1.76	1.16E-09	3.99E-04

How the deposited data were processed for this re-analysis (not part of the article)

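RNA was measured in 24 libraries of mouse naive CD4 T cells stimulated with cGAMP or a control dinucleotide and polarized into TH1 or TH9 cells for 16 or 48 h, with 3 libraries for each of 8 labelled groups. Libraries were taken to their groups by the deposited labels only.

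The authors trimmed the reads with Trimmomatic, assigned them with kallisto to transcripts of mm10 and used DESeq2 for their own comparisons. Versions and the transcript annotation are not given in the sources used here. The deposited values are TPM, 1 per gene symbol and library, over 35492 symbols, with the same total in each library. Of these symbols, 14 are written as dates, as a spreadsheet writes some gene names, and were kept as they stand. TPM hold no read counts, so the depth per library is unknown and no counting interval is given.

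The markers of the subsets and of interferon signaling did not follow the labels. Il9 exceeded Tbx21 in 4 of 12 libraries labelled TH1 and in 8 of 12 labelled TH9. The labels are the same in every deposited record of a library, and no library was regrouped, left out or renamed on the strength of its values or its place in the series. Since the doubt covers all labels, no comparison could be run without the doubted libraries.

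The test had been planned for counts. As the values are TPM, limma with an intensity trend was used on log2(TPM + 1), in 1 fit with a mean for each of the 8 labels, over the 15720 genes with at least 1 TPM in at least 3 libraries, a filter chosen once the unit was known. Calls are at a Benjamini-Hochberg adjusted p under 0.05, two-sided. The contrasts were cGAMP against control within each subset and time, the differences of that effect between subsets and between times, and TH9 control against TH1 control. R 4.3.3, limma 3.58.1 and fgsea 1.28.0 were used. Coordinates are those of GRCm38 (mm10) in the GENCODE annotation at hand, matched by gene symbol.

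Before the deposited values were examined, but after the paper's Table S2 and figures had been seen, 32 gene lists were written. The 30 with at least 3 tested genes were tested with camera at a preset correlation of 0.01, adjusted over 120 tests. They were tested again with an estimated correlation, with fry and with preranked GSEA. The estimated correlation and fry take the spread inside the labels as noise, so a response mixed inside labels would count against a call. Genes named in the text are those the paper names for this experiment, the 10 largest changes in each direction among called genes whose groups do not overlap (predicted genes passed over), the 4 members of each list with the smallest p, the genes the paper measured in other experiments on these cells, and the genes of its Table S2, whose values had been seen in the paper. The part on called genes named none, since it passes over predicted genes and the only gene called between treatments is one. That gene is named outside the rule, after its values were seen.

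The fit was tested on simulated data with the real genes' means and spread, at TH1 16h and 15720 genes with 200 changed. A log2 fold change of 4 was recovered for 95% of changed genes and of 2 for 32%, and both for 100% when the spread was set to 1 of 5 parts of the real one. The changed genes were drawn at random from the more abundant ones, with noise independent between genes. The recovery does not carry over to genes with a much wider spread, such as Isg15 and Ifng. Each change was placed in every library labelled TH1 16h cGAMP, so the simulation took the labels as right and cannot speak to wrong ones. The correlation of the deviations of same-numbered libraries was over 0.1 in 2 of 12 pairs, and replicate numbers were not taken to pair the libraries. The deviations are from means of labels that the marker genes go against, so this check cannot show that pairing is absent.

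Alternatives set before the data were examined were pseudocounts of 0.1 and 10, no filter on low values, a filter at a mean of 2 TPM, a fit of only the libraries compared, a replicate block, a fold change of at least 1.5, an adjusted p under 0.01 and leaving out each library. Upper-quartile scaling and leaving out the 20 most abundant symbols were added after the data had been seen. Upper-quartile scaling moves the log2 values of a library by -0.78 to 2.18, and the median log2 fold change over all genes at TH9 48h from 0.50 to -0.016.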

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

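The test of this difference was set before the data were examined, and the gene was named after its values were seen. The effect of cGAMP differed between libraries labelled TH9 and TH1 at 16 h for AC102902.1, a gene known by its clone name. The log2 difference of the effects was -2.40 (standard error 0.39, adjusted p = 0.0456 from limma's test of that difference). It was at 0.952, 1.35 and 2.14 TPM in the libraries labelled TH1 16h cGAMP against 0, 0 and 0.357 TPM in those labelled TH1 16h control, and at 0 in the 3 libraries labelled TH9 16h cGAMP against 1.24, 1.59 and 1.38 TPM in those labelled TH9 16h control. All of these values are near the filter of 1 TPM. The number of genes called in this test was 155 without TH1 16h cGAMP replicate 1, 26 without TH9 16h control replicate 3, 2 without TH9 16h control replicate 2, 1 without TH9 16h cGAMP replicate 2 and 0 without any other 1 of the 12 libraries. Of 100 divisions of the same libraries, the labelled one included, 40 called at least the 1 gene called by label and the highest of the others called 7, so chance is not excluded.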

How the results depend on the processing

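The alternatives with upper-quartile scaling and without the 20 most abundant symbols were chosen after the data had been seen. DESeq2 and upper-quartile factors for counts were not run, since the values are TPM. Of 236 alternative counts for 14 results by label (genes called in 10 comparisons, 4 of them counted separately for each direction), 210 were 0 or 1 and the highest was 567. The cause of the changes below was not tested.

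With a pseudocount of 0.1, 0 genes were lower at TH1 16h, 1 was higher at TH1 48h, 0 differed in effect between TH9 and TH1 at 16 h and 1 between 48 and 16 h in TH1. With a pseudocount of 10, 1 gene was higher at TH1 16h, 1 lower at TH9 16h and 0 differed in effect between TH9 and TH1 at 16 h. With no filter on low values, which tests more genes, 31 were higher and 6 lower at TH1 16h, 4 higher and 2 lower at TH9 48h, 3 differed in effect between TH9 and TH1 at 16 h and 1 between the controls at 48 h. A mean of at least 2 TPM gave 0 lower at TH1 16h and 0 for that difference of effects. A fit of only the libraries compared gave 0 lower at TH1 16h, as did an adjusted p under 0.01 (0). The replicate block gave 0 lower at TH1 16h and 0 for the difference of effects at 16 h, and 21 gene list calls, without cell death and p53 targets (adjusted p = 0.0557 from camera) and NF-kB targets (0.0596) at TH9 48h and with follicular helper genes at TH1 48h (0.0368). The replicate numbers were not taken as pairs (correlations of deviations from -0.225 to 0.164), a check that itself rests on the labels. Upper-quartile scaling gave 16 gene list calls, 0 for the difference of effects between TH9 and TH1 at 16 h, 2 for that between 48 and 16 h in TH9 and 2 between the controls at 48 h. Without the 20 most abundant symbols the counts were 1 higher at TH1 48h, 0 for the difference of effects at 16 h, 1 for that between times in TH1 and 1 between the controls at 48 h. Of the 22 gene list calls, 0 held with an estimated correlation and 0 with fry, both of which take the spread inside the doubted labels as noise.

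Leaving out 1 library, where a group of 2 is assumed to vary like the other groups, gave 0 to 8 genes higher and 0 to 1 lower at TH1 16h, 0 to 2 higher and 0 to 23 lower at TH9 16h, 0 to 1 higher and 0 to 2 lower at TH1 48h, and 0 to 2 higher at TH9 48h. The differences of effects ran from 0 to 155 between TH9 and TH1 at 16 h, 0 to 1 at 48 h, 0 to 118 between times in TH1 and 0 to 567 between times in TH9, and the controls from 0 to 4 at 16 h and 0 to 2 at 48 h. The highest counts came without TH1 16h cGAMP replicate 1 (8, 155 and 118), without TH9 16h control replicate 3 (23, 26 and 302) and without TH9 48h control replicate 3 (567). Counts of 1 to 6 in these comparisons came without TH1 16h control replicate 2, TH9 16h control replicates 1 and 2, TH9 16h cGAMP replicates 1 and 2, TH1 48h control replicates 1 and 3, TH1 48h cGAMP replicates 2 and 3 and TH9 48h cGAMP replicate 1. The 1 gene lower at TH1 16h was lost (0) without TH1 16h control replicates 1 or 2 or cGAMP replicate 3. Gene list calls ran from 17 (without TH1 48h cGAMP replicate 3) to 30 (without TH1 16h control replicate 2). The log2 fold change ran from -0.70 to 3.29 for Ifng at TH1 16h, -3.30 to 0.70 for Ifng at TH1 48h, -5.00 to 0.072 for Il9 at TH9 16h, -0.23 to 1.84 for Irf7 at TH1 48h and -0.48 to 1.85 for Irf7 at TH9 48h, so each of these turned sign. The count of called tests among the genes the paper names stayed at 0, as did the overlap of calls between TH1 and TH9, under every alternative run. All of these alternatives kept the doubted labels. TPM keep no depth, so what depth limits cannot be said.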

Differences from the paper's values

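Values of the paper's Table S2 for genes that its text names were set beside the log2 fold changes between libraries labelled cGAMP and control, 16 pairs in all, and 15 differed by more than the SD between libraries. The pair within the SD was Trim30a at TH1 16h, with 2.62 in the paper and 1.3 here (SD 1.39). It fell outside the SD with a pseudocount of 10 and without TH1 16h control replicate 3 or cGAMP replicate 3. The scale here is log2(TPM + 1), and the labels are those that the marker genes go against. At TH1 16h the paper's value is 5.14 for Irf7, 6.87 for Cxcl10, 3.82 for Usp18, 5.63 for Mx1 and 5.51 for Isg15, and the values here are 1.44, 0.35, 1.54, 0.97 and 2.25. At TH9 16h the paper's value is 6.21 for Irf7, 3.69 for Trim30a, 4.19 for Tnfsf4 and 3.61 for Usp18, against 2.09, 0.95, 1.47 and 0.29 here. At TH9 48h the paper's value is 4.76 for Il21, 3.18 for Trim30a, 4.03 for Irf7, 4.65 for Isg15, 2.7 for Usp18 and 4.09 for Il10, against 2.18, 1.03, 0.62, 2.04, 1.55 and 2.32 here.

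Of 180 alternative values set before the data were examined, 11 came within the SD of the paper's. A pseudocount of 0.1 did so for Isg15 at TH1 16h and for Il21, Isg15, Usp18 and Il10 at TH9 48h. Usp18 at TH9 48h also did so without TH9 48h control replicate 2, without TH9 48h control replicate 3, without TH9 48h cGAMP replicate 2 and without TH9 48h cGAMP replicate 3, and Il10 without the last 2 of these. All other alternatives kept the difference. No gene of Table S2 was called in its comparison under any setting run. The paper's TH1 48h column, headed Log2FC, holds values from 23.61 to 958.6, which that heading cannot hold, and it was not compared.

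The paper states that the sets for type I interferon production, interferon-stimulated genes and inflammation are enriched in both subsets at both times. Here camera called the interferon-stimulated genes upward in 3 of 4 comparisons and the other lists in none, and with an estimated correlation camera called none of the 3 lists in any comparison (adjusted p = 0.952 for the interferon-stimulated genes in each of those 3). The correlation was estimated inside the doubted labels, so the lost calls are not evidence against the paper's result. Without 1 library, at the preset correlation, camera called the interferon-stimulated genes at TH9 48h upward without TH9 48h control replicate 2 (1.08e-06) and without TH9 48h cGAMP replicate 2 (0.000788), but downward relative to the other genes without TH9 48h control replicate 1 (0.0102) and without TH9 48h cGAMP replicate 1 (0.0117). It called the interferon production genes upward relative to the other genes at TH9 16h (0.0204, without TH9 16h cGAMP replicate 2, where their median log2 fold change was -0.03) and at TH1 48h (0.0274, without TH1 48h control replicate 2). The paper describes an increase of Ifng, Gzmb, Il2 and Ccl4 in TH1 and of Il9, Il21, Tnfsf4, Tnfsf8 and Il10 in TH9 with cGAMP. By label, the log2 fold change was below 0 for Ifng (-1.15) and Gzmb (-3.19) at TH1 48h, for Il2 (-3.09) and Ccl4 (-1.54) at TH1 16h, and for Il9 (-2.12), Il21 (-1.05) and Il10 (-1.10) at TH9 16h, of which Ifng was above 0 without TH1 48h control replicate 2 (0.70) or cGAMP replicate 1 (0.024), and Il9 (0.072) and Il21 (0.30) without TH9 16h control replicate 2, and above 0 in the other comparisons of these genes in that subset. None passed limma's test in either direction. The heatmaps of Fig. 4F show most interferon-stimulated genes higher in each cGAMP library than in each control library of TH1 and of TH9 at 16 h, whereas Irf7, which they include, ran from 13.6 to 44.4 TPM in libraries labelled TH1 16h cGAMP and from 1.61 to 77.6 TPM in those labelled TH1 16h control.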

Other observations

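The tests on the order of the libraries, on mixing, on polarization, on library scale, on the relations of other gene lists, on the shared variation of interferon-stimulated genes and on Ifng, Gzmb, Il2, Il9 and Il21 were chosen after values of those genes had been seen, as was the division of the libraries by Tbx21 and Il9. The tests on Ccl4, Tnfsf4, Tnfsf8, Il10, on upper-quartile scaling and on other divisions of the libraries were written before their results.

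Leaving labels aside, the libraries fell apart by Tbx21 and Il9. In 12 libraries Il9 exceeded Tbx21, with Tbx21 at 1.42 TPM or below and Il9 at 6.71 TPM or above, and in the other 12 Tbx21 was at 7 TPM or above and Il9 at 1.23 TPM or below. These 12 and 12 are samples defined from the data and are not conditions. The 54 interferon-stimulated genes varied together inside each: the median Spearman rho between members was 0.748 where Tbx21 exceeded Il9 and 0.776 where Il9 exceeded Tbx21. Other lists were set against the mean of these 54 genes inside each 12, on upper-quartile scaled values with shared members left out. Of 54 relations over 27 lists, 8 passed a permutation test of rho at an adjusted p under 0.05. The permutation treats the 12 libraries as exchangeable, although times and experiments are mixed inside each 12. A shared time or experiment could therefore give such p-values without a direct link between the lists. The GTPases and PYHIN genes are themselves interferon-induced, so their relation to the mean is not a separate finding. Where Il9 exceeded Tbx21, the median rho was 0.86 for interferon-inducible GTPases (permutation p = 3e-05, adjusted p = 0.00081; median r 0.894, permutation p = 1e-05, the smallest these permutations can give, and 0.83 without the 2 libraries farthest from the median) and 0.762 for genes of MHC class I antigen presentation (permutation p = 1e-05, adjusted p = 0.00054; median r 0.814, permutation p = 1e-05, and 0.698 without those libraries). Where Tbx21 exceeded Il9 neither passed (median rho 0.42 and 0.441, adjusted p = 0.27 and 0.088 by permutation). The PYHIN family reached 0.734 in both (adjusted p = 0.031 for each by permutation; median r 0.819 and 0.829). Lower values passed for inflammation (median rho 0.297 and 0.343, adjusted p = 0.031 for each by permutation) and, where Tbx21 exceeded Il9, for chemokines and cytokines (0.364, adjusted p = 0.031 by permutation). Genes of sterol and fatty acid synthesis ran the other way where Tbx21 exceeded Il9 (median rho -0.35, permutation p = 0.0067, adjusted p = 0.045; median r -0.44, permutation p = 0.0014, and -0.36 without the 2 farthest).

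Of the genes the paper measured in other experiments on these cells, such as Tbx21, Irf1 and Foxp3, and of the STING pathway, 12 could be tested by label. Limma called 0 of 48 tests, with 2 at an unadjusted p under 0.05. Tbx21 had log2 fold changes between -0.37 at TH9 16h and 0.55 at TH9 48h (standard error 1.65).

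Marker genes went against the subset label in 8 of 24 libraries. The tables argue against mixed libraries as the cause, since the 4 of these labelled TH1 held at most 0.252 TPM of Tbx21, against at least 7 TPM where Tbx21 exceeded Il9, and the 4 labelled TH9 were listed at 0 for Il9, against at least 6.71 TPM where Il9 exceeded Tbx21. Cultures that took the other fate in some experiments would leave the treatment labels in place. Yet in the deposited order the mean log2 value of the listed interferon-stimulated genes rose from each odd to the next even place, across treatment labels. TH1 16h control replicates 1, 2 and 3 held 3.27, 5.01 and 2.36, and cGAMP replicates 1, 2 and 3 held 3.99, 3.57 and 5.15. These values, found after the data were seen, argue against other fates as the whole cause. The markers of the subsets also followed the order: neighbouring pairs of libraries with Tbx21 above Il9 alternated with pairs with Il9 above Tbx21, through all 24 libraries. Cultures that changed fate on their own would not be expected to give so regular an order. It was seen after the values were, and argues against fates for these 8 libraries. A small part cannot be excluded, because no other property of the cultures is recorded. A candidate explanation is that libraries and labels were joined in different orders: in the deposited order, the mean correlation was 0.308 for libraries 8 places apart and 0.355 for those 16 places apart, against -0.0773 for all other pairs and 0.0884 for pairs of 1 label (permutation p = 1e-04, the smallest that 10000 permutations can give, for the highest of 16 distances). This hypothesis was found and tested on the same values, assigns no library to a condition and leaves the key to the submitters.

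The few calls between libraries labelled cGAMP and control could come from uneven scaling, since the 20 most abundant symbols took 14.9% to 89.7% of the TPM of a library. With upper-quartile scaling the most genes called in any of the 4 comparisons was 1, which argues against scaling as the whole cause. That fit kept the labels that the marker genes go against, so whether scaling plays a part cannot be told from it. Other divisions of the same 6 libraries were compared with the labelled one. At TH1 16h, 6 of 10 called at least the 1 gene called by label (highest of the others 1), and at TH9 16h, TH1 48h and TH9 48h, with 0 by label, all 10 of 10 necessarily called at least as many (highest of the others 7, 0 and 2). For TH9 against TH1 controls the count was 10 of 10 at 16 h (0 by label, highest 13) and 10 of 10 at 48 h (0 by label, highest 1). With 10 divisions no share under 0.05 can be had. For the differences of effects, 0 genes were called by label between TH9 and TH1 at 48 h, between times in TH1 and between times in TH9, so that all 100 of 100 divisions call at least as many and the comparison decides nothing. The highest of the other divisions called 8, 2 and 34 genes, and whether 34 is more than chance gives was not tested.

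The interferon-stimulated genes varied together over all 24 libraries (median rho 0.763 between members, against at most 0.0878 in 10000 random lists matched on mean expression). Such values are what 1 shared program among the listed genes would give. The genes were listed because they respond to interferon, so a rho above that of random genes is not separate evidence of such a program. The median rho of the members with the upper quartile of a library was -0.191. Both values were taken after scaling by that upper quartile. The shared variation thus remained after the scaling, but the -0.191 cannot decide whether library scale plays a part. Whether cGAMP is behind that program is not tested here, since that needs the labels.

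The cytokine genes that the paper names may move with the same program. Inside each 12 libraries, on upper-quartile scaled values, 9 relations were tested against the mean of the 54 interferon-stimulated genes, with rho and r each tested by permutation. Where Tbx21 exceeded Il9, rho was 0.72 for Ifng (permutation p = 0.011, adjusted p = 0.024; r 0.726, adjusted p = 0.03; r 0.745 without the 2 libraries farthest from the median). It was 0.406 for Gzmb, 0.364 for Il2 and 0.357 for Ccl4, none of which passed (adjusted p = 0.25, 0.26 and 0.26 by permutation). Where Il9 exceeded Tbx21, rho was 0.86 for Tnfsf8 (permutation p = 0.00063, adjusted p = 0.0057; r 0.887, adjusted p = 0.0016; r 0.81 without the 2 farthest) and 0.832 for Tnfsf4 (permutation p = 0.0015, adjusted p = 0.0067; r 0.832, adjusted p = 0.011; r 0.724 without them). For Il21 rho was 0.727 (permutation p = 0.0097, adjusted p = 0.024), while r was 0.605 and did not pass (adjusted p = 0.1 by permutation). For Il9, which also defined the division, rho was 0.615 (adjusted p = 0.067 by permutation), and for Il10 0.413 (adjusted p = 0.25). Times and experiments are mixed inside each 12, so a change over time cannot be set apart from the program. The permutation p-values do not allow for this mixing.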
